# The AsiDNA™ decoy mimicking DSBs protects the normal tissue from radiation toxicity through a DNA-PK/p53/p21-dependent G1/S arrest

**DOI:** 10.1093/narcan/zcae011

**Published:** 2024-03-12

**Authors:** Anouk Sesink, Margaux Becerra, Jia-Ling Ruan, Sophie Leboucher, Maxime Dubail, Sophie Heinrich, Wael Jdey, Kristoffer Petersson, Charles Fouillade, Nathalie Berthault, Marie Dutreix, Pierre-Marie Girard

## Abstract

AsiDNA™, a cholesterol-coupled oligonucleotide mimicking double-stranded DNA breaks, was developed to sensitize tumour cells to radio- and chemotherapy. This drug acts as a decoy hijacking the DNA damage response. Previous studies have demonstrated that standalone AsiDNA™ administration is well tolerated with no additional adverse effects when combined with chemo- and/or radiotherapy. The lack of normal tissue complication encouraged further examination into the role of AsiDNA™ in normal cells. This research demonstrates the radioprotective properties of AsiDNA™. In vitro, AsiDNA™ induces a DNA-PK/p53/p21-dependent G1/S arrest in normal epithelial cells and fibroblasts that is absent in p53 deficient and proficient tumour cells. This cell cycle arrest improved survival after irradiation only in p53 proficient normal cells. Combined administration of AsiDNA™ with conventional radiotherapy in mouse models of late and early radiation toxicity resulted in decreased onset of lung fibrosis and increased intestinal crypt survival. Similar results were observed following FLASH radiotherapy in standalone or combined with AsiDNA™. Mechanisms comparable to those identified *in vitro* were detected both *in vivo*, in the intestine and ex vivo, in precision cut lung slices. Collectively, the results suggest that AsiDNA™ can partially protect healthy tissues from radiation toxicity by triggering a G1/S arrest in normal cells.

## Introduction

Radiotherapy and chemotherapy are customarily implemented in cancer treatments with curative intent; however, these therapies are often accompanied by the development of moderate to high levels of treatment-related toxicity. Radiotherapy frequently results in loss of epithelial integrity, tissue senescence, and cell death. Fibrosis formation, vascular damage with the potential development of secondary malignancies, and cardiac arrhythmia can all develop in the long term (1,2). Toxicities correlated to chemotherapy depend on the type of chemotherapeutic administered. These injuries range from anorexia, vomiting, and gastrointestinal toxicities to neurotoxicity (3). Consequently, treatment-induced toxicities often interfere with the completion of the initial treatment plan. To enhance treatment effect, it is crucial to alleviate treatment-related toxicities to both improve post-treatment outcomes and advance patients’ welfare. This can be achieved by expanding the therapeutic index using sensitizers or protective treatment modalities to shift the normal tissue complication probability or the tumour control probability (4). The DNA repair inhibitor AsiDNA™ has previously been validated as a suitable treatment agent to enhance this index. The active part of the molecule consists of two complementary oligonucleotides of 32 bases stabilized at one blunt end by a hexaethyleneglycol linker (5). The functionalization of a cholesterol group at the other blunt-end of the molecule allows its cellular uptake via LDL receptors expressed at the cell membrane both *in vitro* and *in vivo*. (6,7). AsiDNA was designed to mimic double-stranded breaks, triggering deceptive signalling of DNA damage and impairing DNA repair of chromosomes damaged by radiation or chemical treatments (8,9). Indeed, AsiDNA™ binds both DNA-dependent protein kinase (DNA-PK) and PARP enzymes, activating their kinase and polymerase activity, and consequently leading to modification of numerous proteins in the cell [see (10) and references therein]. The characteristic substrates phosphorylated by AsiDNA™-dependent DNA-PK activation are histone H2AX and heat shock protein 90 (HSP90) (6,9,11,12).

Several preclinical studies have demonstrated an additive or synergistic tumour control effect of AsiDNA™ combined with radiotherapy or chemotherapy, without any added toxicity. (10,13–17). These observations are further supported by *in vitro* data, revealing no additional toxicity after continuous or cycling treatment of AsiDNA™ on normal cell models, while simultaneously increasing tumour cell sensitivity with no acquired resistance (7,8,18). In addition, human clinical trials have failed to show any dose-limiting toxicity, with none reaching the maximum-tolerated dose (19,20). Recently, AsiDNA™ treatment in combination with carboplatin +/- paclitaxel was tested in patients bearing solid tumours (21). These case reports showed no increased toxicity of combined carboplatin and AsiDNA™ treatment. Moreover, combined treatment allowed the dose delivery times of carboplatin to be exceeded before the occurrence of toxicities (21). Taken together, these pre-clinical and clinical studies suggest that AsiDNA™ can increase the therapeutic window by radio- or chemo-sensitizing tumour cells upon treatment, while minimizing normal tissue injuries. However, the mechanism of normal tissue resistance remains still poorly understood.

To address this knowledge gap, in the present study, we aimed to characterize the molecular mechanism underlying the potential normal tissue protection capacities of AsiDNA™ and to demonstrate its radioprotective potential *in vivo*. To evaluate if the radioprotection property of AsiDNA™ is retained or enhanced with different modes of radiation, we combined AsiDNA™ treatment with conventional radiotherapy (CONV-RT) or FLASH radiotherapy (FLASH-RT). FLASH-RT is based on the delivery of dose rates over 1000 times higher (≥40 Gy/s) in comparison to CONV-RT (22). Numerous studies have demonstrated that FLASH-RT diminishes the severity of radiation-induced toxicities in normal tissues that remains present in CONV-RT, while maintaining an equivalent anti-tumour response (23–29).

Herein, we report that AsiDNA™ induces a DNA-PK/p53/p21-dependent G1/S arrest specifically in primary fibroblasts and immortalised epithelial cells, referred to as normal cells within this study, resulting in improved survival following ionizing radiation. This research provides evidence that this mechanism could account in mouse models for reduced early toxicity in the small intestine and reduced late toxicity in lung, demonstrating the potential benefit of the association of AsiDNA™ to standard radiotherapy in cancer treatment.

## Materials and methods

### Cell culture and transfection

Immortalized retinal pigment epithelial cell line hTERT (RPE-hTERT, kindly provided by A. Londono, Institut Curie, France), RPE-hTERT with shp53 (kindly provided by D. Fachinetti, Institut Curie, France), immortalized primary fibroblasts hTERT (VH10-hTERT, kindly provided by Aart G Jochemsen, and described in (30)), immortalized RPE-hTERT p21^−/−^ (kindly provided by R. G. Syljuåsen and described in (31)), primary human skin fibroblasts (BJ, ATCC CRL-2522), primary human lung fibroblasts (MRC-5, kindly provided by P. Jeggo, GDSC, Brighton, UK), and SV40-transformed MRC-5 fibroblasts (MRC-5v1, kindly provided by P. Jeggo, GDSC, Brighton, UK) were cultured in DMEM/F12 glutamax™ supplement medium (Thermo Fisher Scientific, France) supplemented with 10% fetal calf serum (FCS, Eurobio, France) and 100U/ml penicillin 100 μg/ml streptomycin (P/S, Thermo Fisher Scientific, France). A549 lung carcinoma cells (ATCC CCL-185), HCT116 colon carcinoma cells (ATCC CCL­247), U2OS osteosarcoma cells (ATCC HTB-96), and DAOY medulloblastoma cells (ATCC HTB­186) were cultured in DMEM/F12 glutamax™ supplement medium supplemented with 10% FCS, P/S and 1× Non-Essential Amino Acids (MEM NEAA 100X, Thermo Fisher Scientific, France). All cell lines were maintained in a humidified atmosphere at 37°C with 5% CO_2_. The absence of Mycoplasma contamination was determined in-house by using LookOut Mycoplasma PCR (Sigma-Aldrich). Transfection of cell lines are described in the Supplementary Materials and Methods.

### Molecules

AsiDNA™ (MW = 20931.4 g/mol) is a 64-nucleotide (nt) oligodeoxyribonucleotide consisting of two 32 nt strands of complementary sequence connected through a 1.19bis(phospho)-8-hydraza-2-hydroxy-4-oxa-9-oxo-nonadecane linker with cholesterol at the 5′-end and three phosphorothioate internucleotide linkages at each of the 5′ and the 3′ ends. The sequence is: 5′-X GsCsTs GTG CCC ACA ACC CAG CAA ACA AGC CTA GA L-CL TC TAG GCT TGT TTG CTG GGT TGT GGG CAC sAsGsC-3′, where L is an amino linker, X a cholesteryl tetraethylene glycol, CL a carboxylic (hydroxyundecanoic) acid linker, and s is a phosphorothioate linkage. AsiDNA™ was synthesized and purified by LGC (UK) and kindly provided by Wael Jdey (Valerio Therapeutics). The stock concentration of AsiDNA™ dissolved in water was at 40 mg/ml. Nol8 (MW = 6005.8 g/mol) has the same chemical structure as AsiDNA™ with the exception that it consists of two 8 nt strands of complementary sequence, and was synthesized and purified by Eurogentec (Belgium). The stock concentration of Nol8 dissolved in water was at 61 mg/ml.

### *In vitro* treatments

Cell culture medium was supplemented with AsiDNA™ at concentrations of 20 or 40 μmol/l 24 or 48 h prior to IR treatment. In vitro irradiation was conducted using the ElectronFLASH (S.I.T., Vicenza, Italy) at a dose rate of 0.4 Gy/s.

### Cell cycle analysis

Complete medium with total 10 μmol/l BrdU (Merck, France) was added to cells for a 40 min incubation either prior to- or post-AsiDNA™ treatment, under standard culture conditions. For drug treatment, cells were exposed to 1 μM Olaparib (AZD-2281, Roowin chemicals), 10 μM NU7026 (Merck, France), and 10 μM p21 inhibitor UC2288 (Merck, France) 1 h prior to AsiDNA™ treatment. Cells were harvested, fixed in cold 70% EtOH, and permeabilised in 1× PBS/0.5% BSA/0.1% Tween-20. BrdU detection was performed using FITC mouse anti-BrdU antibody (BD biosciences, France, #51-33284X). Following 1 h incubation, the cells were centrifuged and resuspended in 1× PBS containing 0.5% BSA, 10 μg/ml propidium iodide (Merck, France) and 0.2 mg/ml RNAse A (Merck, France). The data acquisition was performed using the LSRFortessa™ X-20 Cell Analyzer (BD biosciences, France), and the quantification of cell cycle performed using FlowJo (BD biosciences, France).

### Clonogenic survival after radiation

Cells were seeded at 1.5–3 × 10^5^ cells per 25 cm² flasks and 20 μmol/l AsiDNA were added for 24 h, prior to irradiation with doses of 0, 2, 4 and 6 Gy using the electronFLASH irradiator at a dose rate of 0.4 Gy/s. Following a recovery period of 24 h, the cells were trypsinized, counted and seeded for clonogenic survival. Eight to twelve days post seeding, cells were fixed and stained in 80% Methanol, 4% formaldehyde, 2.5% crystal violet. Colonies exceeding 50 cells were counted, and the obtained data was analysed using GraphPad Prism.

### Transfection

Prior to RNA interference, cells were attached overnight in 6-well plates for RPE-hTERT cells and in 60mm2 dishes for BJ cells. P53 siRNA; GAG UGG AAG GAA AUU UGC UGG A (20 nM, TP53HSS186390, Invitrogen), p21 siRNA; GAACUUCGACUUUGUCACCGAGACA (CDKN1, 40 nM, CDKNIAVHS40209, Invitrogen) or DNA-PK siRNA mix (PRKDC, 18 nM s773 GCGUUGGAGUGCUACAACATT, 18 nM s774 GCGCUUUUCUGGGUGAACUTT, ThermoFisher Scientific) were supplemented to the cells in Opti-MeM serum free medium (Gibco). RNA interference was performed following manufacturer's instructions for INTERFERin (Polyplus transfection) with medium replacement 7 h posttransfection. AsiDNA™ treatment on transfected cells was performed for 48 h starting at 24 h posttransfection.

### Western blot analysis

Cell pellets were lysed in lysis buffer [10 mM HEPES, pH 7.5, 100 mM NaCl, 300 mM sucrose, 3 mM MgCl_2_, 1 mM EGTA, 50 mM NaF, 20 mM ß-glycerophosphate, 0.3% Triton X-100, 0.1 mM sodium orthovanadate, and complete mini EDTA-free protease inhibitors (Roche Diagnosis)] on ice for 5 min. Following centrifugation at 240 rcf 4°C, supernatants were transferred into 1.5 ml Eppendorf tubes and protein concentration determined using Bradford assay (Bio-Rad). Twenty to thirty micrograms of protein extracts were separated on 4–15% Mini-PROTEAN® TGX™ Precast Protein Gels (Bio-Rad) and transferred onto PROTRAN® nitrocellulose membrane (Whatman) using a Mini Trans-Blot Cell (Bio-Rad). Membranes were probed overnight at 4°C with the following primary antibodies diluted in Intercept blocking buffer (LI-COR Biosciences – GmbH): anti-p53 (R&D systems, AF1355-sp, dil. 1:500), anti-p21 (Waf/Cip (12D1), Cell Signaling Technologies, 2947s, dil. 1:1000), anti-hsp90-p (T5/7, Cell Signaling Technologies, 3488s, dil. 1:1000), anti-DNA-PK (Thr2609, Novus Biologicals, dil. 1:1000), and anti-β-actin (Signa, A1978, dil. 1:2000). The membranes were probed with the appropriate secondary antibodies diluted in Intercept blocking buffer: IRDye 800CW goat anti rabbit (LI-COR 926-32211, dil. 1:15000), IRDye 680RD goat anti-mouse (LI-COR 926-32220, dil. 1:5000), IRDye 800CW goat anti mouse (LI-COR 926-32210, dil. 1:5000), IRDye 800CW donkey anti-goat (LICOR 926-32214, dil. 1:5000). Direct infrared fluorescence was detected on the Odyssey Infrared Imaging System (LI-COR Biosciences – GmbH).

### *Ex vivo* and *in vivo* experimentation

Studies were performed in accordance with the recommendations of the European Community (2010/63/UE) or UK Home Office guideline for the care and use of laboratory animals. Experimental procedures were explicitly approved by the ethics committee of Institut Curie CEEA-IC #118 (Authorization numberAPAFIS#5479-201605271 0291841 given by National Authority), or by the University of Oxford's Animal Welfare and Ethical Review Body (under project licenses PP8415318), in compliance with the international guidelines. All animals used within this research were acclimated for at least 1 week prior to experimentation. Mice were housed under pathogen-free conditions in cages containing sawdust with a maximum of six animals per cage, under a controlled 12 h light/dark cycle, a relative humidity of 55%, and a controlled temperature of 21°C. Food and sterile water were provided *ad libitum*. All experiments were conducted on C57BL/6J mice (Charles River, France) at 8–9 weeks of age, unless otherwise indicated in the corresponding materials and methods.

### Precision-cut lung slices (PCLS)

PCLS were obtained from the lungs of female C57BL/6J mice (Charles River, France) or male and female C57BL/6J p53 Knock-out mice (Curie collection), at 4–6 months old, as recently described (32), and briefly presented in the Supplementary Materials and Methods. AsiDNA™ or Nol8 treatment of 5 μmol/l was performed for 48 h in 24-well plates, followed by a 24 h co-incubation with 10 μmol/l EdU. EdU positive cells were revealed using EdU DetectPro Imaging kit Imaging (647 nm, BCK-EdUPro-IM647/BCK488-IV-IM-S, Baseclick), and visualized with the Inverted spinning disk-TIRF-FRAP (Nikon) with a 300 ms emission and 30% laser, DAPI (405 nm), 400 ms emission and 70% laser, 10× objective with 50 stacks of 3 μm. Data analysis was performed using IMARIS with spot function and PRISM software.

### Animal irradiation and fibrosis analysis

The female C57BL6/J mice model of radiation induced lung fibrosis was used (23,33). Mice were irradiated after 2 consecutive days of intraperitoneal AsiDNA™ injections (100 mg/kg), followed by a third day with intraperitoneal AsiDNA™ injection (200 mg/kg) and FLASH/CONV irradiation. Bilateral thorax irradiation of 13 Gy was performed using the ElectronFLASH (S.I.T., Vicenza, Italy), including a CONV dose rate of 0.4 Gy/s and a FLASH dose rate of >100 Gy/s (beam parameters are described in Supplementary data Table S1). Animals were immobilized under anaesthesia (2.5% Isoflurane in air) and positioned vertically with lead shielding designed to protect the entire body excluding the thorax. GAFchromic™ EBT-XD film (Ashland Inc., Wayne, NJ, USA) was used for the dosimetry of entrance and exit dose at each irradiation. Animals were examined for weight loss and respiratory distress daily post IR. High resolution Micro-CT imaging (Molecubes), 100 μm FDK reconstruction, was performed to examine lung fibrosis development each month from 4 months post irradiation. The 3D lung reconstruction and fibrosis classification (24) were performed using VivoQuant 2021 (VivoQuant) and ImageJ/FIJI (ImageJ) software. For the 3D lung reconstruction, connected Hounsfield Units (HU) (bottom panel of figure 5B) were detected. Air filled structures represent with HU around –600 and complete lung detection was set between –800 and –100 HU. Increased lung density was detected by the loss of connected HU between the set margins. Upon reaching the ethical endpoint, mice were anesthetized (2.5% Isoflurane in air) and underwent CT scanning prior to euthanasia by cervical dislocation. Lungs were isolated and histology was performed to detect areas of affected lung by pulmonary fibrosis. Note that mice that were still alive at day 200 (final endpoint) were euthanised.

### Single cell RNA sequencing

Single cell RNA sequencing was performed on three controls provided by Curras *et al.* (34), 1 CONV, 1 CONV AsiDNA™ and 1 FLASH female C57BL6/J mice 5 months post 13 Gy thorax irradiation. The protocol and data processing procedures were performed as previously described (34). In brief, following lung tissue dissociation, single cell samples for RNA sequencing were prepared using the droplet based scRNA-seq system (10x GENOMICS) followed by lysis of encapsulated single cells, RNA capturing, cDNA production, amplification, purification, library preparation, and sequencing. scRNA-seq data analysis was processed through the creation of a count matrix table suitable for R (4.0.5) and analysed using Seurat package (v4.0.1.).

### Histology

For histological analysis, the lungs were removed, and gently inflated in 4% paraformaldehyde (PFA) under mild vacuum pressure (25 Torr, 1 h at room temperature). Lungs were fixed for 24 h at RT, after which they were embedded in paraffin and cut into 7-mm thick slices. The preparations were stained with hematoxylin–eosin or Masson trichrome (R.A.L. Diagnostics, #361350).

### Animal irradiation and intestine analysis

Female C57BL6/J mice were irradiated and treated as previously described (29). Lower body irradiation of 10 Gy was performed using the linear accelerator described in Ruan *et al.*, including CONV dose rate of 0.1 Gy/min and FLASH dose rate of 3000 Gy/s with beam parameters described in Supplementary data Table S2. Animals were immobilized under anaesthesia in a cradle exposing the lower body. Brass shielding was used to protect the entire animal's body excluding the abdominal region. GAFchromic™ EBT-XD film was used for the dosimetry of the exit dose for each irradiation. Animals were examined for weight loss with the endpoint set at 4 days post IR. The jejunum of the small intestine was isolated using the swiss roll technique followed by intestine histology with haematoxylin and Eosin staining as previously described (35). The count of intestinal crypts was performed over a length of 3 mm for each sample and conducted twice by independent researchers.

### *In vivo* detection of EdU, Ki67 and p21

Female C57BL6/J mice received intraperitoneal AsiDNA™ injections (100 mg/kg) for 2 consecutive days, followed by a third day with intraperitoneal AsiDNA™ injection (200 mg/kg). EdU (100 mg/kg) was injected 4 h prior to euthanasia at 0, 24, 48 and 72 h post AsiDNA™ injection. The small intestine was isolated from 3 cm after the stomach, with a total length of 10 cm intestine isolated overall, using the swiss roll technique (36). Samples were fixed in 4% PFA for 36 h, embedded in parafilm, and cut into 4 μm thick slices. These slices were then deparaffinized and hydrated following a standard protocol. DAPI (0.5 μg/ml) staining and EdU detection were performed using BaseClick EdU IV Imaging kit 488 M in accordance with the manufacturer's protocol. EdU positive cells were detected using the 3D SIM Upright Widefield microscope (Leica), and quantified using a nuclear segmentation algorithm (Cellpose) and MIC-MAQ macro (supplementary Materials and methods), applied on nuclear DAPI signal and the individual EdU cell signal. Furthermore, standard immunofluorescence was conducted to detect Ki-67 (FISHER, MA5-14520, 1:200) and immunohistochemistry staining to detect p21 (Tebu-Bio, E-AB-70068, 1:200).

### Statistical analysis

All statistical analyses were performed using GraphPad Prism (v 7.03). Statistical significance was set at *P < 0.05, **P < 0.01, ***P < 0.001 and, ****P < 0.0001. All statistical information is presented in the figures and figure legends.

## Results

### AsiDNA™ induces a G1/S arrest in normal proliferating epithelial cells and primary fibroblasts.

The adverse side effects induced by radio- and chemo-therapies are derived from damage to dividing normal cells, resulting in cell death within the healthy tissue (37,38). Cell cycle arrest has previously been demonstrated to protect normal cells against cytotoxic radio- and chemo-therapies (39,40). Consequently, in the present study, we assessed cell cycle progression in a panel of normal human cells treated with AsiDNA™. For this, primary skin fibroblasts (BJ), and immortalised normal epithelial cells (RPE-hTERT) were exposed to 20 and 40 μM of AsiDNA™ for 24 and 48 h, followed by cell cycle analysis using PI-BrdU bivariate flow cytometric dot plots (Figure 1A and B). The corresponding histograms showing cell cycle analysis (Figure 1C and D) allow quantification of the number of cells in each cell cycle phase (Figure 1E and F). Analysis of these results indicated significant cell cycle arrest at the G1/S boundary, which implies an accumulation of cells in G1 and an affiliated decrease of S-phase cells (Figure 1E and F). Similar results were obtained using MRC-5 (primary lung fibroblasts) and VH10-hTERT (immortalised fibroblasts) (Supplementary Figure S1). It should be noted that AsiDNA™ treatment did not induce a G2/M arrest (absence of cell accumulation in G2/M) nor S phase arrest (absence of BrdU negative cells) following AsiDNA treatment (Figure 1 and Supplementary Figure S1).

**Figure 1.**
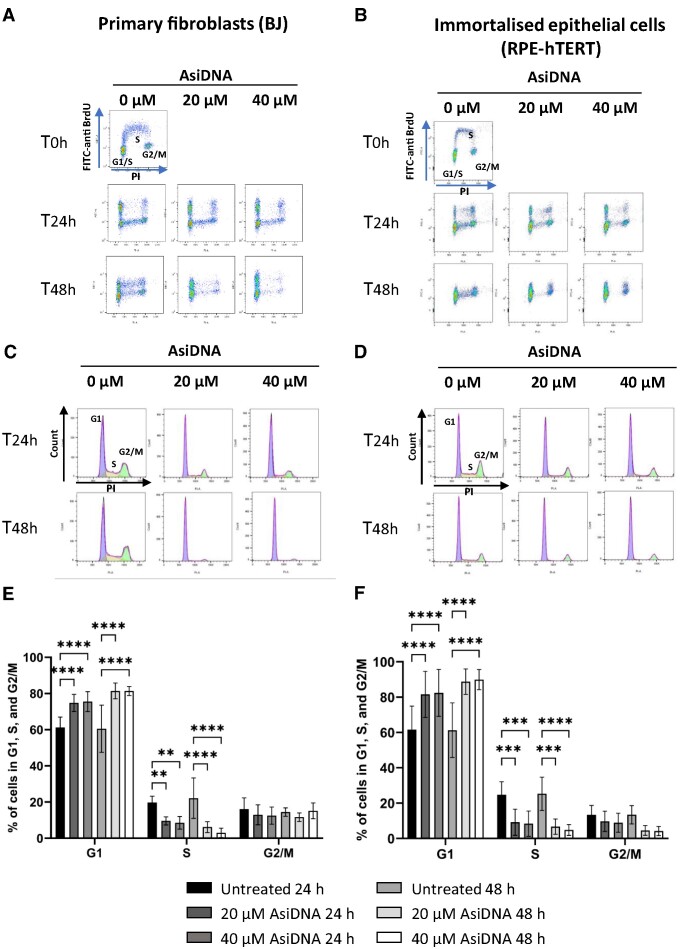
AsiDNA™ induces a G1/S arrest in healthy cells *in vitro*. Cells were pulse-labelled with BrdU following incubation with 20 and 40 μM of AsiDNA™ for 24 and 48 h. Representative images of the bivariate analysis by flow cytometry of BrdU incorporation versus DNA content (PI) in (**A**) BJ and (**B**) RPE-hTERT cells. The deconvolution of the cellular DNA content frequency histograms allows the identification of G1 phase (purple), S-phase (orange), and G2/M-phase (green) in (**C**) BJ, and (**D**) RPE-hTERT cells. The percentage of cells in G1, S, and G2/M is shown in (**E**) for BJ, and in (**F**) for RPE-hTERT cells. Data are expressed as mean ± standard deviation (*n* = 8–9) with significance given by two-way ANOVA, Tukey's multiple comparison tests, and represented above the bar plots. Statistical significance was set at * *P* value < 0.05, ** *P* value < 0.01, *** *P* value < 0.001 and **** *P* value < 0.0001.

### A functional DNA-PK/p53/p21 pathway is required to promote AsiDNA™-induced G1/S arrest in normal proliferating epithelial cells and fibroblasts

Nol8, which is structurally similar to AsiDNA™ but with an 8 bp instead of 32 bp nucleotide strand, showed no capacity to activate PARP and DNA-PK (Supplementary Figure S2A and B). Furthermore, although p21 was moderately induced at 48h following Nol8 treatment, no significant G1/S arrest was observed (Supplementary Figure S2C–E). These results prompted us to investigate the role of PARP and DNA-PK in AsiDNA-induced cell cycle arrest. PARP and DNA-PKcs activity were inhibited using olaparib (41), and NU7026 (42), respectively, and cell cycle progression was examined upon combined treatment with AsiDNA™. The inhibition of DNA-PK activity, but not of PARP, was able to prevent AsiDNA™-induced G1/S arrest in RPE-hTERT and BJ (Figure 2A and Supplementary Figure S3A). This dependency on DNA-PK activation was further confirmed using cells in which the expression of DNA-PK was down-regulated (Figure 2B and Supplementary Figure S3B). In support, previous research revealed that the p53–p21 axis is an important pathway controlling G1/S arrest upon activation of the DNA damage response (43). Therefore, the contribution of this axis to AsiDNA™-induced G1/S arrest was further examined. Cell lines with inactive p53 (MRC-5V1, Figure 2C) or with downregulated p53 expression (RPE-hTERT sip53, Figure 2B and RPE-hTERT shp53, Figure 2D), displayed no AsiDNA™-induced G1/S arrest. The results obtained following the downregulation of p21 expression (Figure 2B) or p21 inhibition (Supplementary Figure S3C) in RPE-hTERT cells revealed a leaky phenotype with a minor accumulation of cells at the G1/S transition, concomitantly with a minor decrease of S-phase cells following AsiDNA™ treatment. The efficient downregulation of DNA-PKcs and p53 expression was confirmed with a partial inhibition of p21 expression using western blot analysis (Supplementary Figure S3D). To overcome this problem, RPE-hTERT cells with p21 gene knock-out were acquired (31). The result revealed a transient G1/S arrest at 24 h of treatment that is not sustained at 48 h (Figure 2E), demonstrating an essential role of p21 to establish a robust AsiDNA-induced G1/S arrest.

**Figure 2.**
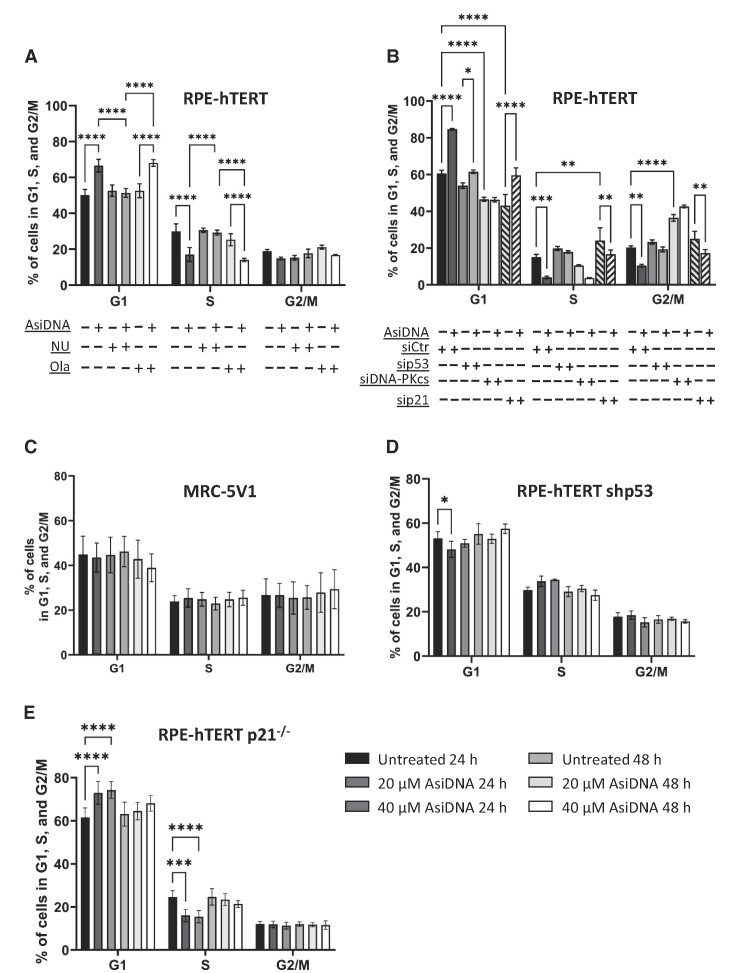
AsiDNA™-induced G1/S arrest *in vitro* is dependent on DNA-PK, p53, and p21. (**A**) RPE-hTERT cells were pre-treated with 1 μM olaparib (Ola) or 10 μM NU7026 (NU) for 1 h before addition of 20 μM AsiDNA™. The percentage of cells in G1, S and G2/M was analysed by flow cytometry 48 h post-AsiDNA™ treatment based on PI staining. (**B**) RPE-hTERT cells were transiently transfected with small inhibitory RNA (siRNA) silencing DNA-PKcs, p53, or p21 before being exposed to AsiDNA™ for 48 h. The percentage of cells in G1, S and G2/M was analysed by flow cytometry based on PI staining. (**C**) MRC-5V1, (**D**) RPE-hTERT shp53 and (**E**) RPE-hTERT p21^−/−^ cells were treated with 20 and 40 μM of AsiDNA™ for 24 and 48 h. The percentage of cells in G1, S and G2/M was analysed by flow cytometry at the end of AsiDNA™ treatment based on PI staining. All the data are expressed as mean ± standard deviation (*n* = 3–9) with significance given by two-way ANOVA, Tukey's multiple comparison tests, and represented above the bar plots. Statistical significance was set at * *P* value < 0.05, ** *P* value < 0.01, *** *P* value < 0.001 and **** *P* value < 0.0001.

To further confirm the importance of the DNA-PK/p53/p21 axis to trigger AsiDNA™-induced G1/S arrest, the expression levels of p53 and p21 in response to 24h and 48h of AsiDNA™ treatment were examined by western blot in RPE-hTERT, RPE-hTERT shp53, RPE-hTERT p21^−/−^, and RPE-hTERT cells treated with NU7026. The results revealed that AsiDNA™ exposure initiated p21 induction in RPE-hTERT cells that was absent in RPE-hTERT p21^−/−^ cells (Supplementary Figure S3E), in RPE-hTERT shp53 cells (Supplementary S3F), or in RPE-hTERT treated with DNA-PKcs inhibitor NU7026 (Supplementary Figure S3G). Similarly, down-regulation of p53 expression in primary fibroblasts additionally resulted in the loss of the AsiDNA-induced G1/S arrest (Supplementary Figures S3B). Collectively, these results demonstrate that DNA-PK activity is required to promote the p53-dependent transcriptional activation of p21 which leads to the G1/S arrest induced by AsiDNA™. Furthermore, AsiDNA™-induced G1/S arrest was reversible. Following the removal of AsiDNA™ treatment, cells restarted their cell cycle and p21 expression returned to basal level (Supplementary Figure S4).

### P53-proficient tumour cells show no G1/S arrest upon AsiDNA™ treatment

Standalone AsiDNA™ treatment has previously been demonstrated to cause toxicity in malignant cells, irrespective of their p53 status, and exerted no toxicity against normal cells (7,8,18,44). As such, we subsequently investigated AsiDNA™-induced cell cycle arrest in p53 proficient tumour cells (A549, HCT116 and U2OS). Among the three p53 proficient tumour cell lines, U2OS and HCT116 displayed no G1/S arrest after AsiDNA™ treatment. In A549 cells, a transient increase in G1 phase concomitantly with a transient decrease in S-phase was observed at 24 h that was absent at 48 h following AsiDNA™ treatment (Figure 3). Despite a functional p53, the lack of G1/S arrest was further confirmed by the absence of p21 induction upon AsiDNA™ treatment in the examined tumour cell lines (Supplementary Figure S5A). As expected, no G1/S arrest was observed following AsiDNA™ treatment in DAOY, a p53-deficient tumour cell line (Supplementary Figure S5B). Collectively, these results strongly suggested that AsiDNA-induced p53-dependent G1/S arrest is restricted to proliferating normal epithelial cells and fibroblasts. As previously observed following the impact of AsiDNA treatment on normal cell cycle progression, AsiDNA™ identically did not activate the G2/M checkpoint (Figure 3 and Supplementary Figure S5B) and the intra S-phase checkpoint (data not shown) in the examined tumour cell lines.

**Figure 3.**
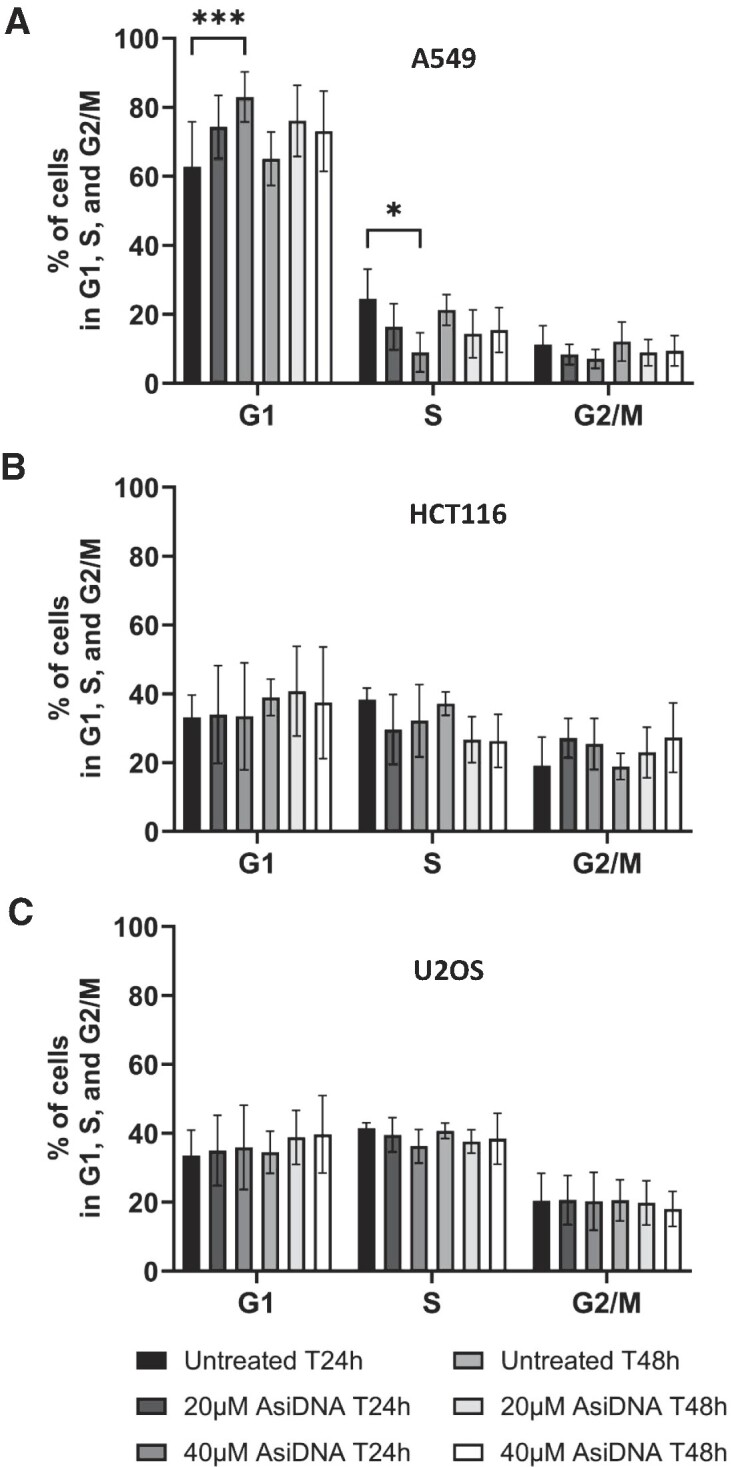
No effect of AsiDNA™ treatment on cell cycle progression in p53 proficient tumour cells *in vitro*. (**A**) A549, (**B**) HCT116 and (**C**) U2OS tumour cells were exposed to 20 and 40 μM of AsiDNA™ for 24 and 48 h. The percentage of cells in G1, S and G2/M was analysed by flow cytometry at the completion of AsiDNA™ treatment, based on PI staining. Data are expressed as mean ± standard deviation (*n* = 5–7) with significance given by two-way ANOVA, Tukey's multiple comparison tests, and represented above the bar plots. Statistical significance was set at *** *P* value < 0.001.

### AsiDNA™-induced G1/S arrest promotes cell survival in response to ionizing radiation in normal epithelial cells and fibroblasts

The G1/S cell cycle checkpoint primarily prevents damaged DNA from being replicated during the S phase, which can be either mutagenic or lethal for the cells. It is therefore hypothesized that AsiDNA™-dependent G1/S arrest could protect healthy cells from radiation-induced toxicity. To test this hypothesis, normal human cell lines (BJ and RPE-hTERT) were treated with AsiDNA™ prior to irradiation. An increase in cell survival was observed in p53 proficient normal cells treated with AsiDNA compared to cells without AsiDNA™ treatment (Figure 4A). Importantly, there was no protection from radiation induced toxicity in cells lacking the AsiDNA™-induced G1/S arrest as observed in RPE-hTERT shp53 cells (Figure 4B) and p53 proficient tumour cells (A549 and HCT116) (Figure 4C). It is worth noting that the extent of radioprotection or radiosensitivity is cell line dependent. Indeed, we observed that primary BJ fibroblasts displayed a higher radioprotection by AsiDNA (SF_6Gy/-AsiDNA_ ≈ 0.05, SF_6Gy/+AsiDNA_ ≈ 0.2) compared to immortalized RPE-hTERT cells (SF_6Gy/-AsiDNA_ ≈ 0.035, SF_6Gy/+AsiDNA_ ≈ 0.06). Similarly, HCT116 cells displayed a higher radiosensitivity conferred by AsiDNA (SF_6Gy/-AsiDNA_ ≈ 0.001, SF_6Gy/+AsiDNA_ ≈ 0.0002) in comparison to the radioresistant A549 tumour cells (SF_6Gy/-AsiDNA_ ≈ 0.1; SF_6Gy/+AsiDNA_ ≈ 0.07). These *in vitro* results demonstrate the essential role of the AsiDNA™-induced G1/S arrest in protecting explicitly normal cells, with a functional p53, against radiation-induced toxicity.

**Figure 4.**
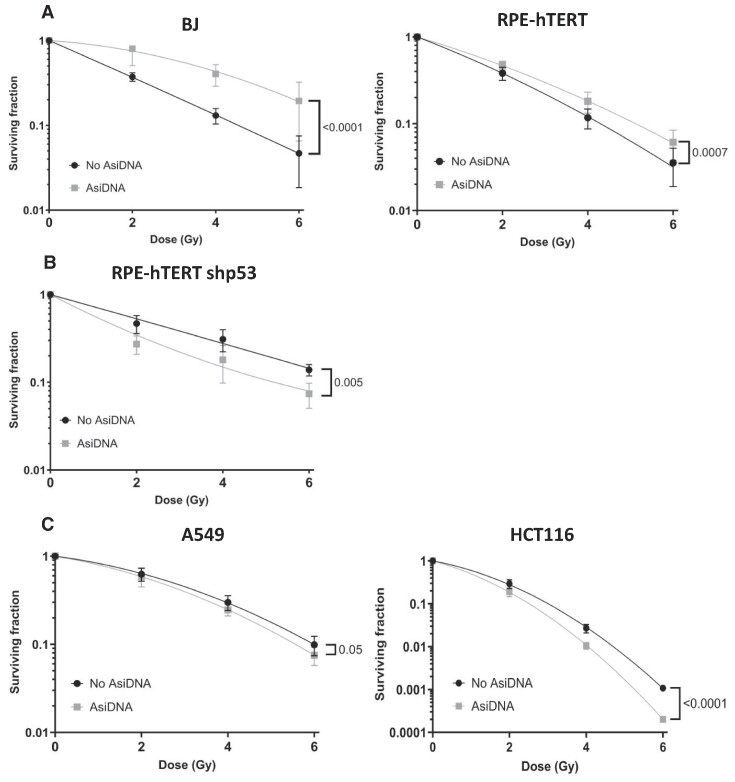
AsiDNA™ treatment protects p53-proficient normal cells, but not p53-proficient tumour cells, from radiation-induced toxicity *in vitro*. (**A**) p53 proficient normal cells (BJ and RPE-hTERT), (**B**) p53 deficient normal cells (RPE-hTERT shp53) and (**C**) p53 proficient tumour (HCT116 and A549) cells were pre-treated with AsiDNA™ 24 h before being co-exposed to increased doses of ionizing radiation (0–6 Gy). The survival fraction was determined 8–12 days post-treatment using a clonogenic survival assay. Data are expressed as mean ± standard deviation (*n* = 3 for BJ, RPE-hTERT shp53, HCT116 and A549; *n* = 4 for RPE-hTERT), fitted to the linear-quadratic model as a function of dose with significance given by nonlinear fit using GraphPad Prism.

### AsiDNA™ alleviates radiation-induced lung fibrosis in mice

To demonstrate that AsiDNA™ is similarly able to protect normal tissue against radiation-induced toxicity *in vivo*, radiation-induced lung fibrosis in C57BL/6J mice, a well-established model of late-responding radiation toxicity, was used (45). As FLASH-RT alleviates radiation-induced lung fibrosis in mice (23,24), we took advantage of hosting an electron accelerator that can perform radiotherapy modalities in both CONV-RT and FLASH-RT mode, enabling the examination of a possible gain of normal tissue protection following combined AsiDNA™ and FLASH-RT treatment. Mice were divided into five groups (*n* = 6–9), sham-irradiated, exposed to 13 Gy CONV ± AsiDNA™ or 13 Gy FLASH ± AsiDNA™, through bilateral thorax irradiation. Lung fibrosis was evaluated using computed tomography (CT) from 4 months post-irradiation (Figure 5A). Each lobe of the lung was collected for histopathological analysis and single cell RNA sequencing, directly following euthanasia.

**Figure 5.**
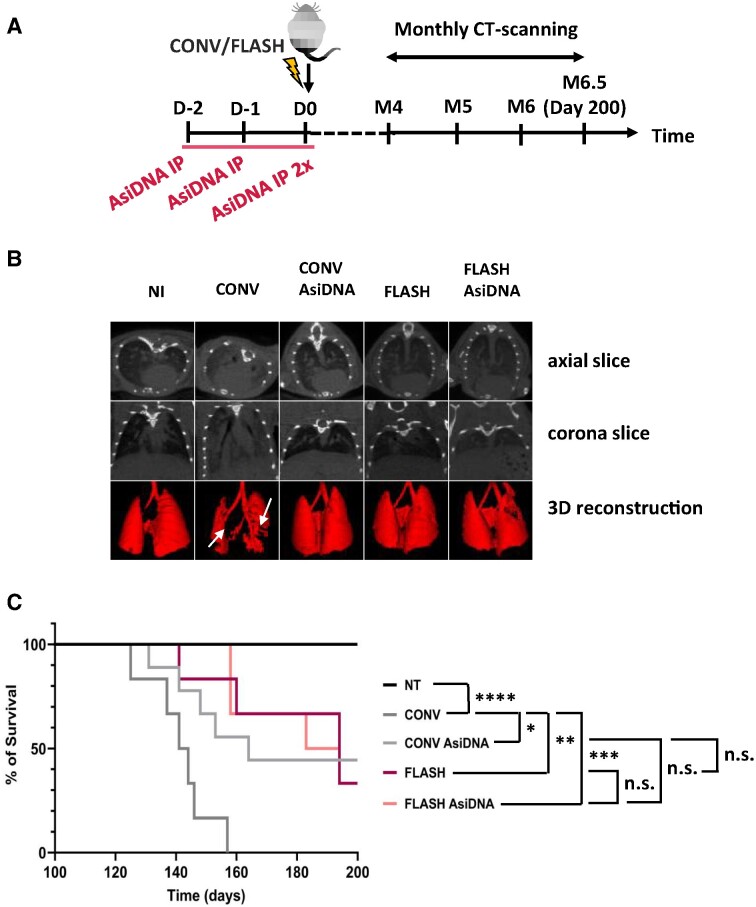
AsiDNA™ delayed the onset of radiation-induced pulmonary fibrosis *in vivo*. (**A**) Scheme of the experimental protocol. C57BL6/J mice were treated for 3 consecutive days with AsiDNA™ followed by 13 Gy CONV or FLASH irradiation of the thorax on the final day. Retro-orbital blood sampling was performed from 1 week up to 5 months post-treatment. CT scans were recorded from 4 to 6.5 months (sacrifice) post-treatment, and lobes of the lung were collected at the day of sacrifice (day 200) for histologic analysis. (**B**) Representative CT scans of lung from untreated mice (NI) or 5 months post-irradiation at 13 Gy CONV or FLASH radiotherapy alone or combined with AsiDNA™. Images are obtained using micro-CT imaging, high resolution, and 100 μm reconstruction by Molecubes software (Molecubes, Belgium). Representative images are shown with the CT axial slice (top), CT coronal slice (middle) and 3D lung reconstruction of connected Hounsfield Units −800 to −100 (bottom). Images were obtained using VivoQuant software (Konica Minolta Company, Japan). (**C**) Kaplan–Meier representation of animal surviving fraction displayed in days post-treatment. Data are expressed with significance given by survival, curve comparison, and Logrank test. Significance: not significant, ns; * *P*< 0.05; ** *P*< 0.01, *** *P*< 0.001, **** *P*< 0.0001. The statistical analysis gave NT versus CONV is < 0.0001, NT versus CONV AsiDNA is 0.003, NT versus FLASH 0.002, NT versus FLASH AsiDNA is 0.0015, CONV versus CONV AsiDNA 0.0178, CONV versus FLASH 0.0053 and FLASH versus FLASH AsiDNA is not significant.

CT scans taken 5 months post irradiation revealed increased levels of fibrosis in the CONV-RT treated group, while fibrosis was absent in the mock-treated group and much less pronounced in the combined CONV-RT with AsiDNA™ treated group (Figure 5B). A strong reduction of fibrosis was also observed in the FLASH-RT treated group, which agrees with the previously reported results (23,24), and following combined treatment with FLASH-RT and AsiDNA™ (Figure 5B). Long-term follow-up of survival post irradiation demonstrated that AsiDNA™ delayed or even reduced the onset of lethal lung fibrosis when combined with CONV-RT (Figure 5C). Similar results were obtained with FLASH-RT, as previously reported (23), and with the combined treatment of FLASH-RT and AsiDNA™ (Figure 5C). It is to note that overall survival is similar between combined CONV-RT and AsiDNA™ treatment, FLASH-RT standalone, and combined FLASH-RT and AsiDNA™ treatment. These results suggest that, at the cellular level, the effect of AsiDNA™ combined with CONV-RT could mimic the effect of FLASH-RT on reduced normal tissue toxicities. Histopathological analyses of the lobes collected at the day of euthanasia, either by reaching the ethical endpoint or the final endpoint (day 200), confirmed the onset of lung fibrosis in all groups but in the non-irradiated controls (Supplementary Figure S6, and Supplementary data Table S3).

### A decreased myofibroblast gene profile is observed in fibroblasts upon AsiDNA™ treatment

To characterize the similarity in cellular changes and expression signatures in lungs 5 months post CONV-RT, FLASH-RT, AsiDNA™ + CONV-RT or non-irradiated (Control) treatment, single cell suspensions were created and analysed using scRNA sequencing. 

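Lung cells of 3 female mice were analysed, 1 library of 1 mouse for each of CONV, CONV AsiDNA and FLASH, 5 months after 13 Gy to the thorax. The CONV AsiDNA mouse had received AsiDNA at 100 mg/kg on each of the days before irradiation and at 200 mg/kg on the day itself. The control libraries were not analysed here. With 1 mouse per condition there is no replicate and no test, so the values describe these 3 libraries, and every interval covers the sampling of cells only. The cells were encapsulated in droplets with the 10x Genomics 3′ chemistry, in which each captured transcript carries a molecular barcode. The paper names R and Seurat for the analysis. The authors deposited, for every gene and cell, the natural logarithm of 1 plus a whole number. Each value was converted back to that whole number, which is called the adjusted count here. The tables hold 6372 cells for CONV, 6983 for CONV AsiDNA and 6267 for FLASH, and 22954 genes each. The adjusted counts per cell had a median of 3450 in CONV (range 1578 to 8155), 3678 in CONV AsiDNA (1549 to 7695) and 3621 in FLASH (1432 to 8462). These totals are narrow, and some genes lack the low background of raw droplet counts. For Scgb1a1, a secretoglobin of club cells, 491 cells were above 0 and the lowest of their values was 41, and the gene was listed at 0 in all other cells. The depth was therefore taken as already adjusted and the background as removed at least in part, by steps not given in the sources used here. A value of 0 is reported as listed at 0, and no limit is given for it. Cells with at least 200 genes above 0 and a mitochondrial share of at most 20% were kept, and Scrublet calls were removed, which left 6370, 6980 and 6265 cells. Scrublet marked 0.0157% of the CONV cells, 0.0143% of the CONV AsiDNA cells and 0.0319% of the FLASH cells, far under the expected doublet share of 6%, so this doublet call did not work and doublets remain possible. Expression in a cell class is given as adjusted counts per 1000000 adjusted counts of the class (adjusted CPM) and as the share of cells above 0, with an exact Clopper-Pearson interval at 95%.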

By exploiting previously published single-cell datasets and known identifying markers (34), the identity of the various cell clusters was determined (Figure 6A). This analysis detected 21 distinct clusters: alveolar macrophages (AM), proliferating AM, AT1, AT2, B-cells, basophils, ciliated cells, ciliated club cells, club cells, dendritic cells (DC), endothelial cells (EC), fibroblasts, interstitial macrophages (IM), mesitheliocytes, monocytes, neutrophils, natural killer cells (NK cells), NK-T-cells, smooth muscle cells (SMC), T-cells and proliferating T-cells (Figure 6B–D). 

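The 19615 cells kept were clustered together without integration, on 2000 highly variable genes, 30 principal components and 15 neighbours, with Leiden at resolution 1. This gave 33 clusters. A name was given where at least 3 marker genes of a class were detected, and 31 clusters were named, in 19 classes. A cluster of 218 cells with mast cell proteases beside basophil genes and a cluster of 234 dividing cells of mixed lineage stayed unnamed. Together they made up 2.75% of the CONV cells, 2.39% of the CONV AsiDNA cells and 1.76% of the FLASH cells. Proliferating AM, proliferating T cells and basophils therefore have no class of their own here, and a class of group 2 innate lymphoid cells was named in addition. Every named class had cells in all 3 libraries. The ciliated club-like class rests on 1 cluster of 138 cells, led by the club cell genes Scgb1a1, Cyp2f2 and Scgb3a2 and with no ciliated marker among its 10 leading genes. Its name is therefore uncertain, and it is not compared between libraries. A cluster of EC-like cells came mostly from CONV, with 132 of its 156 cells.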

All cell types were identified independently of the received treatment modality but a radiation-induced cell proportion shift was detected in the AT2, B-cells, IM and NK-T cells (Figure 6D). Additionally, the AM, DC, Monocytes and NK-cells populations displayed altered cell proportions following CONV-RT compared to the other conditions (figure 6D). 

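AT2-like cells were 4.54% of the cells in CONV (95% interval 4.04 to 5.08), 4.68% in CONV AsiDNA (4.20 to 5.21) and 6.11% in FLASH (5.53 to 6.74). B-like cells were 21.1% in CONV (20.1 to 22.1), 23.0% in CONV AsiDNA (22.0 to 24.0) and 18.4% in FLASH (17.5 to 19.4). The B-like cells were not in the same clusters. In CONV, 71.5% were in the cluster led by Cd79a, Ebf1 and Ighd, whereas 68.9% of those in CONV AsiDNA and 71.3% of those in FLASH were in the cluster led by Iglc1, Iglc2 and Igkc. IM-like cells were 6.17% in CONV (5.59 to 6.79), 6.00% in CONV AsiDNA (5.46 to 6.59) and 5.11% in FLASH (4.58 to 5.68). NK-T-like cells were 4.91% in CONV (4.4 to 5.47), 4.27% in CONV AsiDNA (3.81 to 4.77) and 4.77% in FLASH (4.26 to 5.33), so their intervals overlapped in all 3 libraries. The alternative that moved a share most was Leiden at resolution 2.0, under which IM-like cells rose to 13.7% in CONV, while the AM-like share of that library fell. The shift against non-irradiated lungs was not analysed here.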

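AM-like cells were 17.1% of the cells in CONV (95% interval 16.2 to 18.0), 9.64% in CONV AsiDNA (8.96 to 10.4) and 7.58% in FLASH (6.94 to 8.27). DC-like cells were 2.03% in CONV (1.69 to 2.40), against 5.95% in CONV AsiDNA (5.40 to 6.53) and 5.22% in FLASH (4.68 to 5.80). Monocyte-like cells were 0.942% in CONV (0.720 to 1.21), 4.58% in CONV AsiDNA (4.11 to 5.10) and 6.35% in FLASH (5.76 to 6.99). NK-like cells were 1.00% in CONV (0.775 to 1.28), 3.83% in CONV AsiDNA (3.39 to 4.3) and 3.22% in FLASH (2.80 to 3.69). For each of these classes the CONV interval lay apart from both others. How far mice of one condition differ is not known from 1 mouse each. Different clusters held the AM-like cells. In CONV, 90.5% were in the cluster led by Spp1, Mfge8 and Gpnmb, while 76.5% of those in CONV AsiDNA and 82.1% of those in FLASH were in the cluster led by Ear1, Krt79 and Cidec. With Leiden at resolution 2.0, part of the CONV macrophages were named IM-like and AM-like cells were 9.51% in CONV, 0.574 percentage points above CONV AsiDNA.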

Recent findings by Curras *et al.* have identified a unique fibroblast subcluster exclusively present in irradiated mice lungs (34). In response to irradiation, fibroblasts can transition into myofibroblasts which are known to secrete and modify the extracellular matrix (ECM), including altering the collagen production, which in turn contributes to pulmonary fibrosis formation (46). To identify the contribution of fibroblasts in the development of, or the lack of, pulmonary fibrosis formation after CONV-RT, CONV AsiDNA™ treatment and FLASH-RT, myofibroblast markers expression, collagen homeostasis, fibroblast activation and EMC remodelling markers were examined within the fibroblast cell cluster. 

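A list of 36 genes of the extracellular matrix (ECM) and of fibroblast activation was fixed for this comparison, since the study does not name all its markers. Of these, 27 had a sum of at least 20 adjusted counts in the fibroblast-like cells and were compared. The log2 ratio of each gene between a pair of libraries was taken after adding 10 to the adjusted CPM. The median log2 ratio of the list was -0.27 for CONV over CONV AsiDNA, with 11 genes above and 16 below 0. It was 0.15 for CONV over FLASH, with 16 above and 11 below, and 0.18 for CONV AsiDNA over FLASH, with 21 above and 6 below. Among 10000 random lists of the same size and like mean expression, these medians stood at percentiles 5.19, 99.6 and 99.8, as a description of these libraries. Taking fibroblast-like cells by a marker gate in place of clusters changed the sign of the CONV over CONV AsiDNA median, to 0.061.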

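Fibroblast-like cells formed a single cluster of 336 cells, led by Inmt, Mfap4 and Mgp, in which all 16 fibroblast markers fixed for naming were detected. It held 59 cells of CONV, 113 of CONV AsiDNA and 164 of FLASH, which is 0.926% (95% interval 0.706 to 1.19), 1.62% (1.34 to 1.94) and 2.62% (2.24 to 3.04) of the cells kept. These numbers hold no control cells, as the control libraries were not analysed here. Cells above 0 for Col13a1, a collagen of one fibroblast subtype, were 61.0% (47.4 to 73.5) in CONV, 63.7% (54.1 to 72.6) in CONV AsiDNA and 74.4% (67.0 to 80.9) in FLASH. A gate on fibroblast genes, whatever the cluster, took 63, 115 and 177 cells. When each library was clustered on its own, no CONV cell was named fibroblast-like, so that setting gave no CONV value.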

Clustering of the fibroblast resulted in the detection of a total of 891 cells, divided over the different treatment conditions (Figure 6E). Myofibroblast markers Hp and Pla1a, previously identified in Curras *et al.* (34), revealed to be substantially increased after CONV-RT standalone (Figure 6F–G). 

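Hp, the haptoglobin gene, lies on chromosome 8 of GRCm38 from 109575128 to 109579172 on the minus strand (GENCODE annotation). It was above 0 in 18 of the CONV fibroblast-like cells, 30.5% (95% interval 19.2 to 43.9), with values from 4 to 60 and a mean of 6.63 adjusted counts per cell. It was listed at 0 in every fibroblast-like cell of CONV AsiDNA and of FLASH. The sum in CONV was 1516 adjusted CPM. With each cell thinned to 500 adjusted counts, 18.6% (9.69 to 30.9) of the CONV cells were above 0. Without the cells with the highest Scrublet scores, a setting chosen after the data were seen, 35.7% were. Hp was listed at 0 in every B-like, T-like and EC-like cell of the 3 libraries. The EC-like cells of CONV had a median of 3848 adjusted counts, near the 4313 of the fibroblast-like cells. It was above 0 in 95.2%, 75.5% and 65.8% of the AT2-like cells of CONV, CONV AsiDNA and FLASH. Because background appears to have been removed at least in part before deposition, a low level of Hp in the cells listed at 0 is not excluded. Hp is one of 9 genes that were above 0 in at least 25% of these cells in some libraries and listed at 0 in all those of the others. Pla1a, which encodes a phospholipase, lies on chromosome 16 from 38396117 to 38433145 on the minus strand. It was above 0 in 21 CONV cells, 35.6% (23.6 to 49.1), in 10 CONV AsiDNA cells, 8.85% (4.33 to 15.7), and in 21 FLASH cells, 12.8% (8.10 to 18.9). Its sums were 101, 20.7 and 32.5 adjusted CPM, a log2 ratio of 1.85 for CONV over CONV AsiDNA and 1.38 for CONV over FLASH. The CONV interval of Pla1a lay apart from both others. In AT2-like cells Pla1a was listed at 0 in all 3 libraries, and in DC-like cells it was above 0 in 6.20% of the CONV cells.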

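Nr1d1, which encodes the nuclear receptor REV-ERBα of the circadian clock, lies on chromosome 11 of GRCm38 from 98767932 to 98775333 on the minus strand. Fibroblast-like cells above 0 for Nr1d1 numbered 7 in CONV, 11.9% (95% interval 4.91 to 22.9), 32 in CONV AsiDNA, 28.3% (20.2 to 37.6), and 76 in FLASH, 46.3% (38.5 to 54.3). The sums were 42.6, 99.4 and 186 adjusted CPM, and the log2 ratio was -1.06 for CONV over CONV AsiDNA and -1.90 for CONV over FLASH. The CONV and FLASH intervals lay apart, while those of CONV and CONV AsiDNA overlapped. CONV AsiDNA was also below FLASH, with a log2 ratio of -0.84. Without the cells with the highest Scrublet scores, a setting chosen after the data were seen, the CONV sum was 22.1 adjusted CPM. Nr1d1 was listed at 0 in all AM-like and B-like cells. In AT2-like cells it was above 0 in 39.1% (33.4 to 45.0) of the CONV, 40.1% (34.7 to 45.6) of the CONV AsiDNA and 33.7% (29.0 to 38.7) of the FLASH cells.

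**Figure D1:**
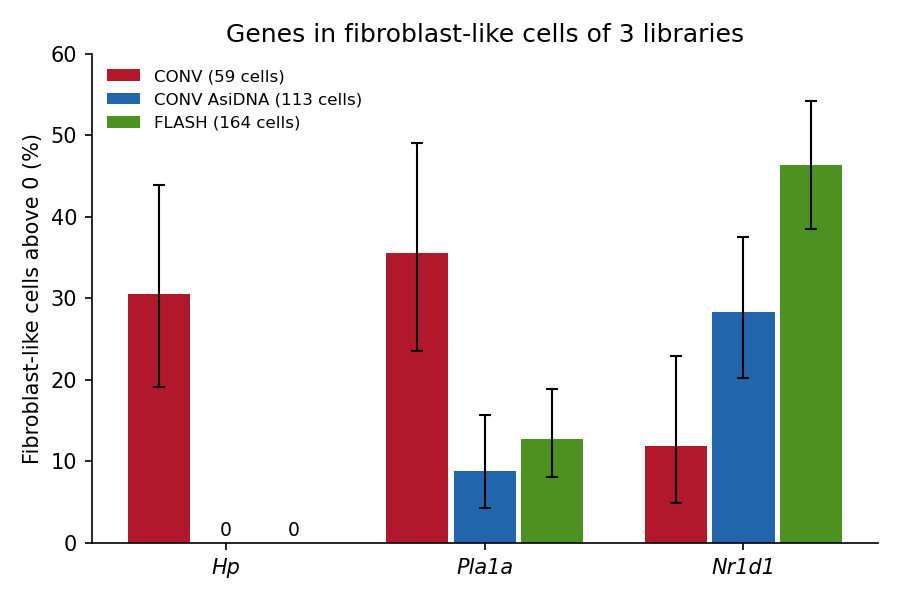
Share of fibroblast-like cells above 0 for Hp, Pla1a and Nr1d1 (vertical axis, percent) in the CONV, CONV AsiDNA and FLASH libraries, with 1 mouse each. Bars are the shares, lines are exact 95% intervals for the sampling of cells, and a 0 marks a library in which the gene was listed at 0 in every cell. CONV has the tallest bar for Hp and Pla1a and the lowest for Nr1d1.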

Remarkably, Nr1d1 gene expression, linked to healthy collagen homeostasis (47), was found to be significantly decreased in CONV-RT compared to the control, CONV AsiDNA™ or FLASH-RT (Figure 6H).

**Figure 6.**
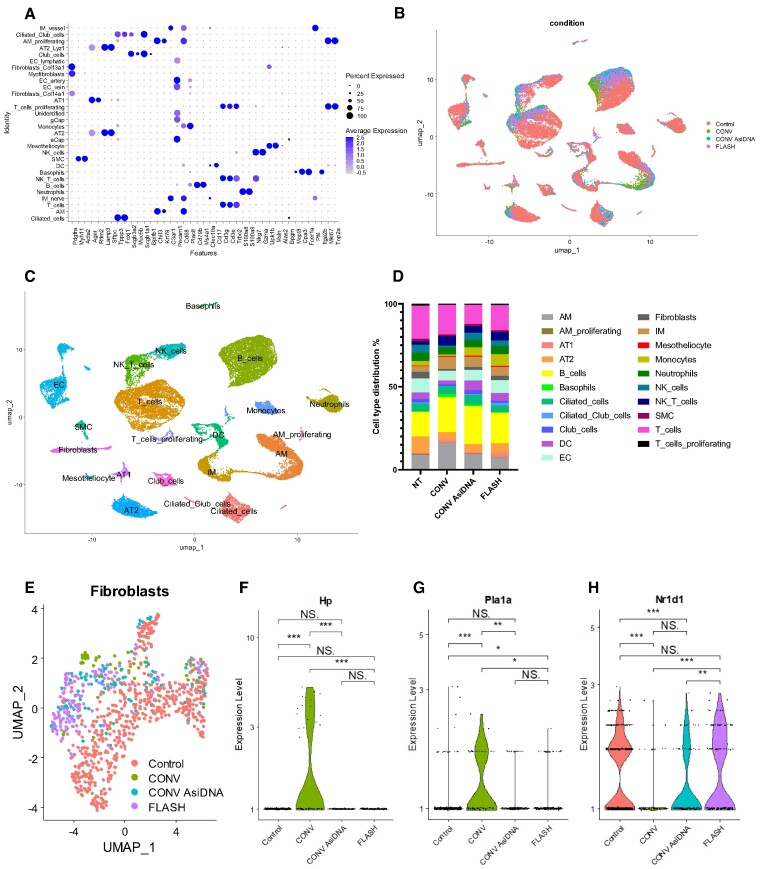
Single-cell RNA sequencing after irradiation and AsiDNA™ treatment. Identification of cell populations represented by (**A**) Dot plot of marker expression utilized for cell population identification. (**B**) UMAP visualizing the identified cell clusters separating representation of the Control (red), CONV (green), AsiDNA™ + CONV (blue), and FLASH (purple) treated samples. (**C**) UMAP visualizing the identified cell types in all samples. The individual dots signify single cells. Additionally, the created clusters are established on transcriptome resemblances. (**D**) Cell population proportions after Control, CONV, AsiDNA™ + CONV and FLASH treatment. Fibroblast populations represented by (**E**) UMAP visualizing the identified fibroblast cluster separating representation of the Control (red), CONV (green), AsiDNA™ CONV (blue) and FLASH (purple) treated samples. Pro-fibrotic markers were examined using Violin plots with myofibroblast signature genes Hp (**F**) and Pla1a (**G**), and healthy collagen homeostasis Nr1d1 (**H**). CONV irradiation upregulates the expression of Hp and Pla1a and decreases the expression of Nr1d1 compared to FLASH, CONV + AsiDNA™, and NI control, significance given by Wilcox test. (NS, *P*-value > 0.05; *, *P*-value < 0.05; **, *P*-value < 0.01; ***, *P*-value < 0.001; ****, *P*-value < 0.0001).

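The paper's test took single cells as replicates. No p-value is given here, since all cells of a condition came from 1 mouse. To compare the shares at one depth, each fibroblast-like cell was thinned to 1000 adjusted counts, and no cell was shallower than that. Hp was then above 0 in 28.8% of the CONV cells (95% interval 17.8 to 42.1). Pla1a was above 0 in 10.2% (3.82 to 20.8) of the CONV, 0.885% (0.0224 to 4.83) of the CONV AsiDNA and 1.22% (0.148 to 4.34) of the FLASH cells. For Nr1d1 the thinned shares were 1.69% (0.0429 to 9.09) in CONV, 5.31% (1.97 to 11.2) in CONV AsiDNA and 11.6% (7.12 to 17.5) in FLASH, and for both genes the intervals of CONV and the other libraries overlapped at this depth. The order of the libraries was that of the unthinned shares for each gene. As the deposited values had already been adjusted for depth, thinning tests the number of counts per cell, not the original sequencing depth.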

These results reveal an increase in fibroblast activation and myofibroblast transition together with an impact on the ECM, including collagen homeostasis, in the fibroblast cell cluster following CONV-RT standalone. This observed altered gene expression in CONV-RT exposed fibroblast was decreased or absent in fibroblasts exposed to CONV AsiDNA™ or FLASH-RT, and supports the increased pathway activation known to play an essential role in the development of pulmonary fibrosis.

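Among the genes of the list, the matrix genes Eln, Fn1 and Ltbp2 were higher in CONV fibroblast-like cells than in both other libraries. Eln had 2547 adjusted CPM in CONV, 1348 in CONV AsiDNA and 1249 in FLASH, and Fn1 had 3706, 1642 and 2395. Sfrp1 had 411 in CONV, 207 in CONV AsiDNA and 130 in FLASH, and Mmp2 had 1128, 872 and 583. The fibrillar collagens had less even directions. Col1a1 had 1702 adjusted CPM in CONV, below 2263 in CONV AsiDNA and above 1464 in FLASH, and Col3a1 had 2163 in CONV, 3135 in CONV AsiDNA and 2051 in FLASH. The contractile genes Acta2 and Tagln were lower in CONV. Acta2 had 77.5 adjusted CPM in CONV, 257 in CONV AsiDNA and 234 in FLASH, and Tagln had 46.5, 356 and 939. For the share of cells above 0, the CONV interval of Acta2 overlapped both others, while that of Tagln lay apart from both. In CONV, 5 of 59 cells were above 0 for Acta2 and 6 for Tagln. Both genes also served to name SMC-like cells, so contractile cells may lie outside the fibroblast-like class. Among genes linked to activated fibroblasts, Postn was above 0 in 1 CONV cell and Cthrc1 in 3, too few to compare. From higher Hp and Pla1a and lower Nr1d1 in CONV, the paper concludes that fibroblasts were activated and passed into myofibroblasts, with an effect on the ECM and collagen homeostasis.

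**Figure D2:**
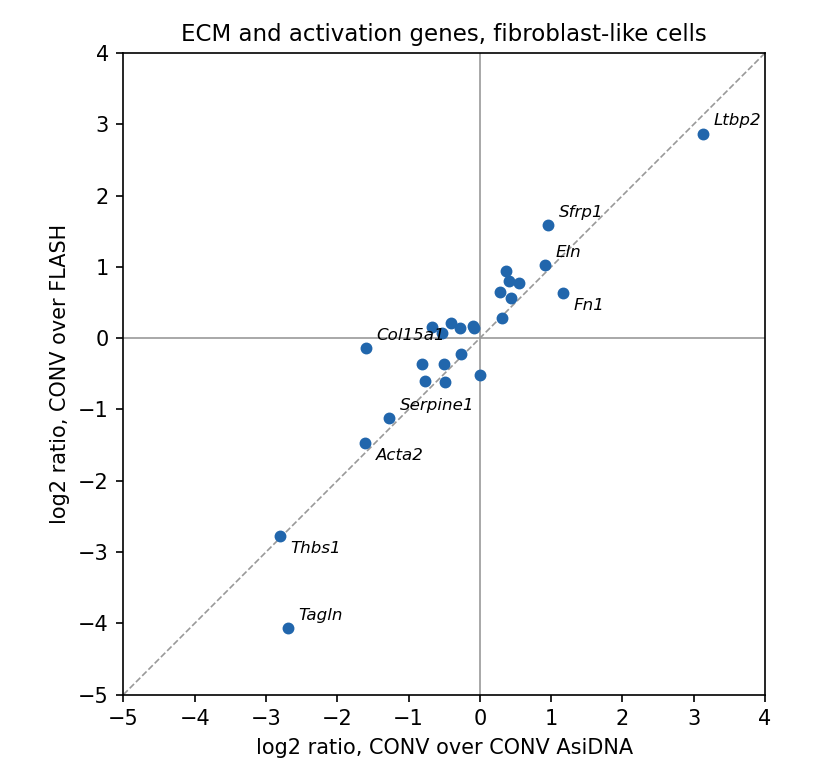
Log2 ratio of 27 ECM and fibroblast activation genes in fibroblast-like cells, CONV over CONV AsiDNA on the horizontal axis and CONV over FLASH on the vertical axis. Each point is 1 gene, the dashed line marks equal ratios, and genes with a ratio beyond 1 in either direction are named. Ltbp2 lies highest, and Thbs1 and Tagln lie lowest.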

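Over the 7312 genes with at least 20 adjusted counts in fibroblast-like cells, the genes farthest from both other libraries in CONV were ranked by the smaller of the absolute log2 ratios. The 5 farthest above were Hp, Npc2, Cpm, Ltbp2 and H2afj. Npc2 was above 0 in 8 CONV cells, with 171 adjusted CPM, and listed at 0 in the others. Cpm had 221 adjusted CPM in CONV and 18.6 in CONV AsiDNA, and was listed at 0 in FLASH. H2afj had 120 in CONV and 10.4 in CONV AsiDNA, and was listed at 0 in FLASH. Ltbp2, a binding protein of latent TGF-β, had a log2 ratio of 3.13 over CONV AsiDNA and 2.87 over FLASH. The 5 farthest below were mt-Co1, Psap, Lipa, Hes1 and Thbs1. The first 3 were listed at 0 in every CONV cell, and mt-Co1 was above 0 in 36.3% of the CONV AsiDNA and 67.1% of the FLASH cells. This mitochondrial gene, which every cell uses, was also listed at 0 in all IM-like, NK-like and SMC-like cells of CONV and in all DC-like, monocyte-like, NK-like and NK-T-like cells of CONV AsiDNA. The place of a gene in this ranking is therefore not read as absent or lower expression where it rests on a library listed at 0, as for mt-Co1, Psap and Lipa, nor as a measured ratio for Hp, Npc2, Cpm and H2afj. Hes1 had 7.75 adjusted CPM in CONV, 130 in CONV AsiDNA and 157 in FLASH, and Thbs1 had a log2 ratio of -2.81 over CONV AsiDNA and -2.78 over FLASH.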

### AsiDNA™ induces a cell cycle arrest in ex vivo precision cut lung slices involving DNA-PK and p53

To investigate the AsiDNA™-induced cell cycle arrest in the lung, *ex vivo* precision cut lung slices (PCLS) were used. Untreated C57BL6/J mice were sacrificed, and agarose inflated lungs were isolated and cut. The PCLS were treated for 24 h with AsiDNA™ or Nol8, and EdU (a marker of replicative cell division) was co-incubated for an additional 24 h. Cell nuclei were then stained for EdU incorporation (Figure 7A). A significant loss of EdU positive cells was observed following AsiDNA™ treatment compared to both untreated and Nol8 treated PCLS (Figure 7B), suggesting that DNA-PK activation by AsiDNA™ similarly triggered cell cycle arrest, likely at the G1/S border, in PCLS. To further support this conclusion, PCLS were derived from wild-type C57BL6/J mice and p53 knock-out (p53−/−) mice. Upon AsiDNA™ treatment in wild-type (WT) mice, a significant decrease in EdU positive cells was detected compared to the untreated conditions (Figures 7C and D). Additionally, the incorporated EdU positive cells of untreated PCLS in p53 WT and in p53 KO were similar. Strikingly, p53 KO PCLS treated with AsiDNA™ resulted in no significant decrease in the EdU incorporation (Figure 7D). Collectively, these results strongly support the activation of G1/S arrest induced by AsiDNA™ treatment in PCLS requiring the activation of DNA-PK and p53.

**Figure 7.**
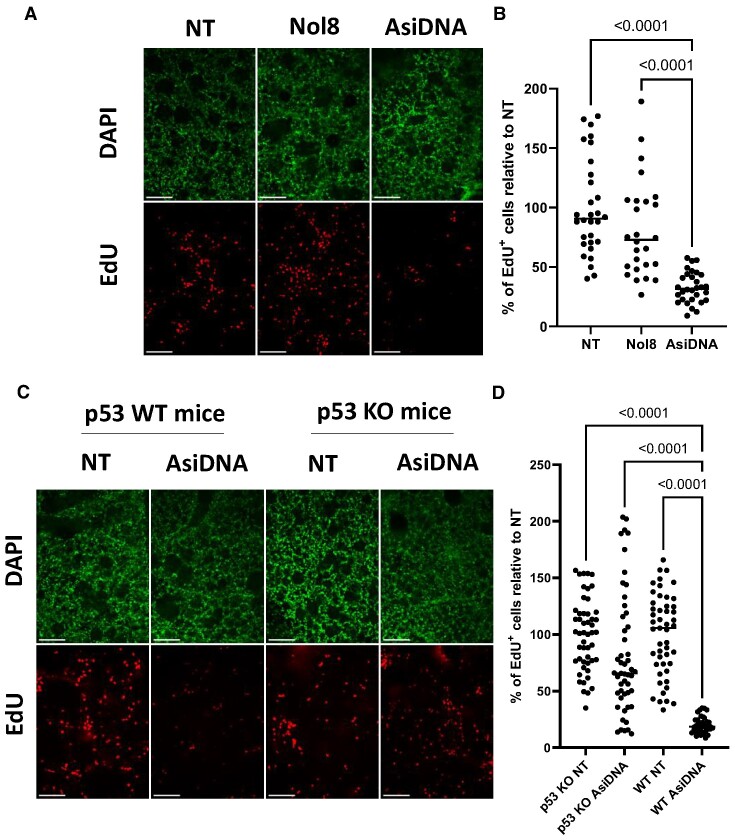
AsiDNA™ induces a DNA-PK and p53-dependent cell cycle arrest in the ex vivo model of precision cut lung slices. Precision cut lung slices (PCLS) were derived from C57BL6/J WT or p53 knock-out mice and treated with EdU upon 24 h of AsiDNA™ or Nol8 treatment. (**A**) Representative images of PCLS derived from WT mice (*N* = 2) with DAPI and EdU detection after AsiDNA™ or Nol8 treatment. (**B**) EdU positive cells detected after AsiDNA™ or Nol8 treatment (*N* = 2). EdU was detected in 6 slices per condition with 5 readouts per slice. (**C**) Representative Images of PCLS derived from WT (*N* = 2) and p53 knock-out mice (*N* = 2) with DAPI and EdU detection after AsiDNA™ treatment. (**D**) EdU positive cells detected after AsiDNA™ or Nol8 treatment of two WT mice. EdU was detected in 8–10 slices per condition with 5 readouts per slice. Data are expressed as mean ± standard deviation with significance given by two-way ANOVA, Tukey's multiple comparison test and represented above the bar plots. Scale bar = 100 μm.

### AsiDNA™ alleviates radiation-induced intestine toxicity in mice

To study the capacity of AsiDNA™ to protect normal tissue from early responding radiation toxicity, a model of acute intestinal toxicity after whole abdominal irradiation in mice was used (29). The possible gain-of-protection by AsiDNA™ was examined in combination with CONV-RT and FLASH-RT (Figure 8A). For crypts analysis, the intestine was isolated at 4 days post treatment, and the jejunum was further processed for histochemistry analyses (Figure 8B). The number of damaged crypts in each condition was normalized to the number of crypts present in the non-irradiated mice. More crypts remained after CONV-RT combined with AsiDNA™ treatment compared with CONV-RT standalone (*P* < 0.0018) (Figure 8C). Similarly, FLASH-RT resulted in less toxicity, preserving more of the intestinal crypts than CONV-RT (*P* < 0.006). Additionally, there was no difference detected in the percentage of remaining crypts between FLASH-RT standalone and FLASH-RT combined with AsiDNA™ treatment (Figure 8C). Collectively, these results showed a gain-of-protection for AsiDNA™ only when combined with CONV-RT.

**Figure 8.**
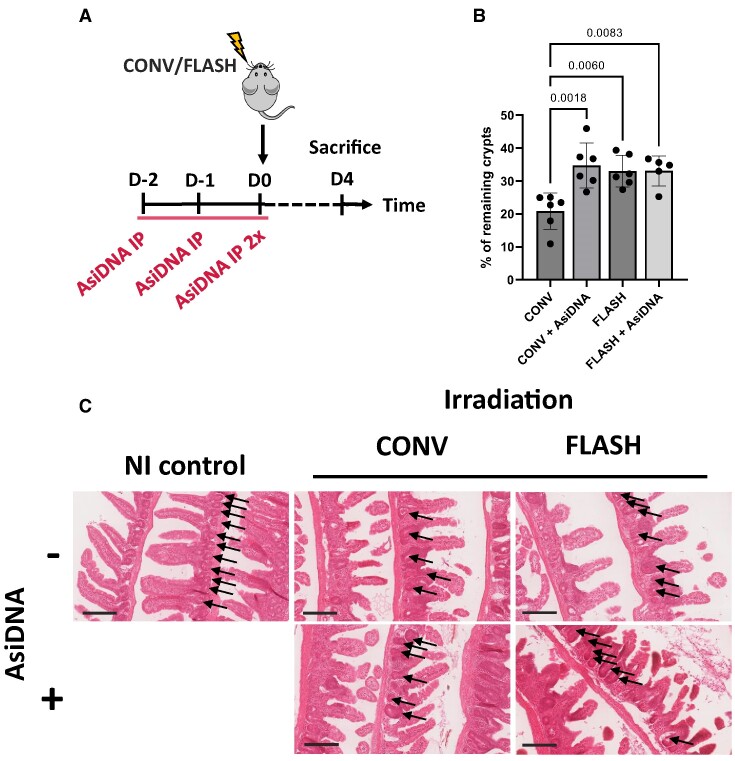
AsiDNA™ protects intestinal crypts from radiation toxicity. (**A**) Scheme of the experimental treatment timeline. C57BL6/J mice were treated for 3 consecutive days with AsiDNA™ followed by 10 Gy CONV or FLASH irradiation of the abdomen on the final day. (**B**) Small intestinal crypt survival of C57BL6/J mice 4 days after abdominal radiation, normalised to non-irradiated control mice. Data are expressed as mean ± standard deviation (*n* = 5–6) with significance given by one-way ANOVA, Tukey's multiple comparison test and represented above the bar plots. (**C**) Representative images of intestinal rolls stained with H&E from each treatment group. Arrows point to the intestinal crypts. Scale bar = 200 μm.

### AsiDNA™ induces a reversible cell cycle arrest *in vivo*

To demonstrate the capacity of AsiDNA™ treatment to arrest normal cell division *in vivo*, we used a well-established intestine model which exhibits a high rate of cell proliferation within the small intestinal crypts (48,49). EdU incorporation in intestine crypt cells of C57BL6/J mice was examined at 0, 24, 48 and 72h post AsiDNA™ treatment, and the small intestine was isolated for immunohistochemistry analyses 4 h after EdU incorporation (Figure 9A). A significant loss of EdU positive cells without any decrease in Ki67 was observed immediately following the final AsiDNA™ injection, compared to the untreated group at time 0 h or 72 h (Figures 9B and C, Supplementary Figure S7). However, this reduction was only transient, as the level of EdU positive cells has recovered at 24, 48 and 72 h post AsiDNA™ treatment. Strikingly, this level exceeds that of the control groups suggesting a boost of cell proliferation upon release from AsiDNA™ (Figure 9C). As the reported *in vitro* G1/S arrest relies on p21 induction, p21 initiation in the small intestinal crypts in response to AsiDNA™ treatment was monitored. The number of p21 positive (p21^+^) cells was reduced in untreated groups (average of 8 and 13 p21^+^ cells per 100 cells at 0h and 72h, respectively) but significantly increased upon AsiDNA™ treatment (average of 64 p21^+^ cells per 100 cells, 0h post AsiDNA™) (Figures 9D and E). Most importantly, the number of p21 positive cells decreased rapidly at 24h post treatment (average of 20 p21^+^ cells per 100 cells, 24 h post AsiDNA™) reaching a basal level at 48 and 72 h post treatment (average of 13 p21^+^ cells per 100 cells, 48 and 72 h post AsiDNA™) (Figure 9D). Taken together, these results demonstrated that the loss of DNA replication following AsiDNA™ treatment, as revealed by the decline of EdU incorporation, correlates with p21 induction, while recovery of EdU incorporation post-treatment correlates with a decrease in p21 initiation.

**Figure 9.**
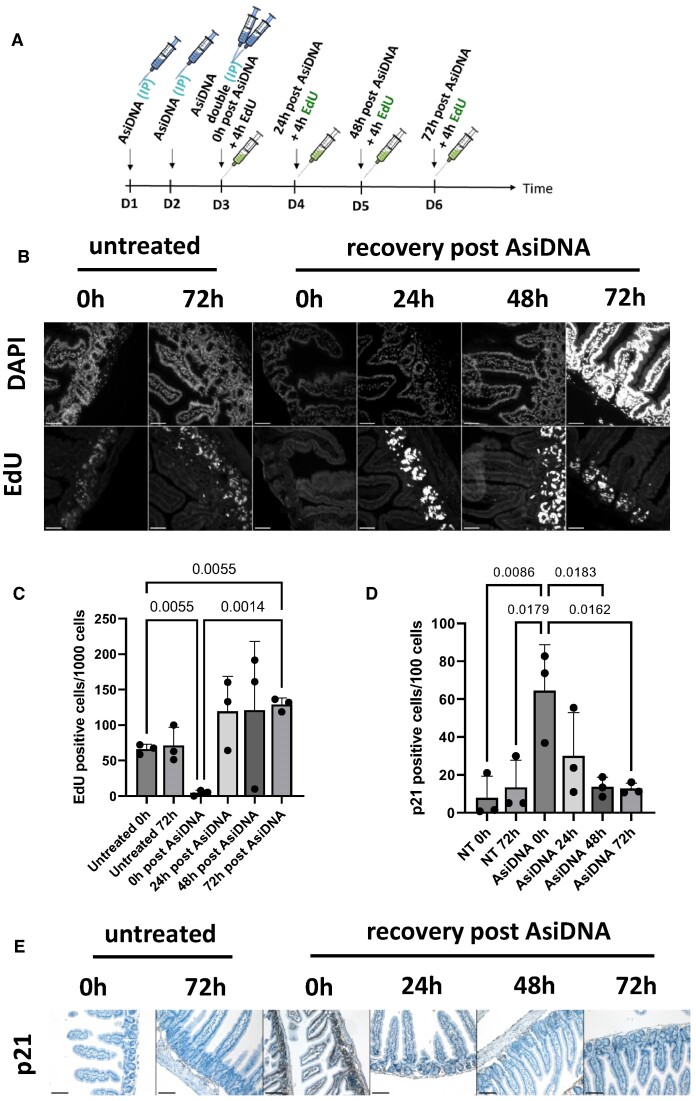
AsiDNA™-induced cell cycle arrest is reversible upon release of AsiDNA™ in intestinal normal tissue. (**A**) Scheme of the experimental treatment timeline. C57BL6/J mice were treated for 3 consecutive days with AsiDNA™ followed by 0–72 h of recovery. Thereafter, mice received EdU for 4 h prior to sacrifice. (**B**) Representative images of intestinal rolls stained with DAPI and Click-iT^TM^ EdU AlexaFluor^TM^ 488 for each treatment group. (**C**) EdU positive cells per 1000 detected cells in small intestinal crypts after AsiDNA™ treatment. A total number of 14 000–16 000 cells per mouse were scored. Data are expressed as mean ± standard deviation (*n* = 3) with significance given by one-way ANOVA, Brown-Forsythe and Welch tests. Scale bar = 50 μm. (**D**) p21 positive cells per 100 detected cells in small intestinal crypts after AsiDNA™ treatment. A total number of 6000–11 000 cells per mouse were scored. Data are expressed as mean ± standard deviation (*n* = 3) with significance given by one-way ANOVA, Tukey's multiple comparison test and represented above the bar plots. (**E**) Representative images of intestinal rolls stained by immunohistochemistry to detect p21 expression in each treatment group. Scale bar = 200 μm.

## Discussion

The capacity of radiotherapy to damage and eradicate tumour cells comes at the expense of toxicity to the normal tissue, causing severe patient distress and leads to critical conditions in the treatment delivery. One approach to reduce or mitigate these toxic side-effects is to utilise chemical or biological agents as radioprotectors, administered in parallel to radiotherapy delivery (50). The ideal radioprotector exhibits low toxicity and exclusive protection of normal cells against the harmful effects of radiation, without compromising the cytotoxic effects on cancer cells. In recent years, our laboratory has developed a new class of drugs mimicking DNA DSBs that can disrupt the DNA repair machinery of cancer cells, thereby enhancing the antitumoral action of radiation (9,51). The leading molecule used in pre-clinical and clinical studies, termed AsiDNA™, is well tolerated, does not induce normal tissue toxicity, and allows increased treatment duration, (17,19–21) all indicating its suitability as a radioprotector. AsiDNA™ was designed based on its ability to bind and activate PARP and DNA-PK, with the aim of destabilizing the DNA repair machinery (9). Although activation of DNA-PK occurs in tumours as well as in normal cells, only tumour cells are sensitive to AsiDNA™ treatment (7,52).

The G1/S cell cycle checkpoint is responsible for ensuring that the optimum conditions are reached for a cell to undergo successful cell division, through the sensing of both mitogens and DNA damage (53). One of the key players of this checkpoint is the transcription factor p53 (54). p53 transactivates numerous target genes involved in the induction of the cell cycle arrest and/or apoptosis (55). In the present study, we demonstrated that in p53 proficient normal cells, AsiDNA™ treatment results in p53 activation, leading to p21 induction which, in turn, initiates a reversible G1/S cell cycle arrest. Normal cells deficient in either DNA-PK, p53, or p21 are unable to arrest at the G1/S boundary following AsiDNA™ treatment. Pull-down experiments with biotinylated AsiDNA™ have revealed that DNA-PK binds to AsiDNA™ in cellulo (M. Dutreix, unpublished results). Several studies have shown that structured DNA, single-stranded DNA, and damaged DNA promote the interaction of DNA-PK with p53 (56–58). We propose that AsiDNA™ can serve as a platform to connect DNA-PK and p53, resulting in p53 activation. In line with this assumption, our results revealed that MRC-5 primary cells can arrest at the G1/S boundary in response to AsiDNA™ treatment, while MRC-5V1 cells failed to do so. MRC-5V1 are SV40-transformed cells instigating p53 protein blockage by the SV40 large T antigen (59), which abrogates the DNA binding activity and transcriptional activity of p53. These results agree with a previous report showing the absence of p21 induction and G1/S arrest in MRC-5V1, that were present in MRC-5 primary cells, in response to ionizing radiation (60).

The p53 proficient tumour cell lines used within this study (A549, U-2 OS and HCT116) did not arrest at the G1/S boundary upon AsiDNA™ treatment, correlated with a lack of p21 induction. However, a p53- and p21-dependent G1/S arrest in tumour cells has been observed in response to DNA damaging agents such as chemical compounds (61–63) and ionizing radiation (64–66). Regardless, radiation-induced G1/S arrest is ATM/Chk2/p53/p21-dependent (67) whereas AsiDNA™-induced G1/S arrest, identified within this study, revealed its dependency on DNA-PK/p53/p21. Considering the two types of response, not only the DNA substrate differs, one being genomic DNA the other a synthetic DNA fragment, but most importantly, ATM has not been found associated to AsiDNA™ in pull-down experiments (Marie Dutreix, unpublished data), unlike DNA-PK. This also highlighted by the fact that immunofluorescence experiments failed to detect ATM phosphorylation in the nucleus upon AsiDNA treatment (9). As outlined in (68), in order for p53 to accumulate in cells and to transactivate target genes, the degradation of p53 must be inhibited, the p53 protein must accumulate in the nucleus and the sequence-specific binding activity must be induced. We have previously shown that DNA-PK is recruited, and consequently activated in response to AsiDNA™ in all normal and tumour cell lines examined so far, as revealed by phosphorylation of H2AX ((7,9), and unpublished data). These results suggest that either the recruitment of p53 to DNA-PK/AsiDNA™ complex, and downstream transactivation of p21, is impaired in p53 proficient tumour cells, unlike p53 proficient normal cells or p53 is recruited but cannot exert properly its transcriptional activity. Normal and cancer cells differ by several phenotypic and genotypic modifications very well documented in ((69) and references therein). Among them, it is well describing that the metabolism of cancer cells differs from that of normal cells (70). We have previously demonstrated that PARP is another important protein that is activated by AsiDNA™ (9). High PARP activity leads to energy exhaustion in part due to NAD depletion (71). Notably, p53 is not only a key metabolic regulator, including NAD metabolism (72), but there is a cross-talk between p53, NAD homeostasis and PARP (73). Fischbach *et al.* revealed that p53 binds non-covalently to PARylated PARP-1, which in turn PARylates p53 (74). In another study, Wang *et al.* reported that the rapid recruitment of p53 (within seconds), to laser-induced sites of DNA damage, depends upon PARylation of p53 and closely mirrored the recruitment of PARP and Ku70 to the sites of damage (75). However, this rapid accumulation of p53 did not correlate with the presence of transcriptional activity. Most importantly, PARP inhibition delayed the recruitment of p53 but did not suppress the eventual recruitment of p53 at the sites of damage (75). Our research revealed that PARP and DNA-PK are activated upon binding to AsiDNA™ in normal and tumour cells, assessed by PARylation and phosphorylation of H2AX, respectively (this study, see also (9)). However, the inhibition of PARP by olaparib was unable to prevent AsiDNA™-induced G1/S arrest suggesting that PARP is not a key mediator in triggering p53 transcriptional activity. Taken together, we hypothesize that the lack of p53 transcriptional activity in AsiDNA-treated p53 proficient tumour cells is likely due to the inability of p53 to connect to the AsiDNA™/DNA-PK complexes. A deeper understanding of the subcellular localization and mobility of p53 and AsiDNA™ in tumour and normal cells is required to validate or rule out our hypothesis.

In the present study, we confirmed the presence of the activated G1/S checkpoint in complex *ex vivo* and *in vivo* biological models. The *ex vivo* PCLS model retains comparable viability and tissue homeostasis during a cultivation period of 1 to 3 days (76), and can be used to monitor cell proliferation using EdU incorporation (32). AsiDNA™-treated PCLS derived from p53 WT mice revealed a severe decrease of EdU positive cells, while this decrease was absent in PCLS derived from p53 knock-out mice, or in PCLS p53 WT treated with Nol8, an AsiDNA™-like molecule unable to activate DNA-PK (5). This provides further evidence that AsiDNA™ treatment in PCLS results in DNA-PK/p53-dependent G1/S arrest. Additional conformation was observed *in vivo* where the capacity of AsiDNA™ to induce the G1/S arrest in the intestine was demonstrated with a severe decrease of EdU incorporation in the intestinal crypts of mice directly after AsiDNA™ treatment. It furthermore disclosed a full recovery of crypt division 24–48 h post-AsiDNA™ treatment, verifying the reversibility of the G1/S arrest. Remarkably, the decrease of EdU incorporation immediately after AsiDNA™ and its recovery post treatment, were both concomitantly associated with an increase of p21 expression, followed by its decrease. This provides further evidence that AsiDNA™ can activate a reversible G1/S checkpoint in PCLS. Moreover, the recovery of cell division in the crypts is associated to an excess in EdU-positive dividing cells from 24 h post AsiDNA™ treatment. This boost in normal cell proliferation post drug treatment is a phenomenon that has been previously identified (77,78). As AsiDNA™ has widely been identified to not result in toxicity, this compensation occurrence might accompany the contribution to improved tissue recovery.

In response to DNA damaging agents, dividing cells stall or arrest their cell cycle progression to detect and repair DNA damage before they can resume the cell cycle (67). This contributes to the maintenance of both genome integrity, and overall survival. The results within this research revealed a significant increase of the survival of normal cells, *in vitro*, upon radiotherapy combined with AsiDNA™, compared to standalone treatment. This radioprotection was absent in tumour cells, independent of the p53 status, as well as in normal cells with a p53 deficient status. This confirms the necessity of an active and intact DNA-PK/p53/p21 cascade to exploit the radioprotection of normal tissue driven by AsiDNA™-induced G1/S arrest. More interestingly, this arrest overcomes the radiosensitizing activity of AsiDNA™ for which this molecule has been designed for (51).

The protective capacities of AsiDNA™ were similarly identified *in vivo* in the intestine crypt survival, as early model of radiation induced toxicity (29), and in the radiation-induced lung fibrosis, as late model of radiation induced toxicity (23). Combined CONV-RT with AsiDNA™ treatment resulted in an increase in crypt survival, compared to CONV-RT standalone, confirming the capacity of AsiDNA™ to protect against radiation induced toxicity *in vivo*. The intestinal epithelium regenerates itself through the proliferation and differentiation of stem cells (79). The intestine can therefore fully regenerate from any type of damage if the stem cells remain functional, revealing the capacity of AsiDNA™ to protect the stem cells in the crypts by acting at the G1/S transition. Remarkably, pharmacologic inhibition of the G1/S transition by CDK4/6 inhibitors prior to radiation (80), or by UCN-01 prior to chemotherapy (40) also protect the gastrointestinal epithelium in mice. The protective capacities of AsiDNA™ treatment were confirmed *in vivo*, with similar results obtained on the late radiotoxicity model of radiation-induced pulmonary fibrosis. Here, once again, AsiDNA™ combined with CONV-RT revealed increased protection of the lung to radiation toxicity presented by a delay in the onset of radiation induced fibrosis, compared to CONV-RT standalone.

Finally, the combination of AsiDNA™ with FLASH-RT, a RT modality that has been shown to alleviate radiation-induced toxicity (23,29), was explored. In one respect, FLASH-RT was shown to be less toxic, with decreased early (intestine model) and late (lung model) toxicity compared with CONV-RT, thereby reconfirming the FLASH effect. However, AsiDNA™ combined with CONV-RT did not result in the same delay in the onset of fibrosis compared to FLASH radiotherapy standalone, while combined AsiDNA™ CONV-RT treatment was as efficient as FLASH-RT standalone at protecting intestinal crypts. This may be explained by the possible limitations in the capacity of AsiDNA™ to interfere with the complex, and still relatively unknown, mechanism driving fibrosis in late responding tissues (81). Moreover, AsiDNA™ combined with FLASH-RT treatment did not result in any additive effect on the protection of toxicity in the intestinal crypts nor the lung, compared to FLASH-RT as standalone treatment. Interestingly, single cell RNA sequencing of irradiated lungs revealed a closer resemblance between CONV AsiDNA™ and FLASH-RT in profibrotic gene signatures within the fibroblast population, in comparison to CONV-RT standalone. 

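Over the list of ECM and fibroblast activation genes, the mean absolute log2 ratio between fibroblast-like cells was 0.40 for CONV AsiDNA over FLASH. It was 0.87 for CONV over CONV AsiDNA and 0.86 for CONV over FLASH. Among matched random lists these values stood at percentiles 80.3, 99 and 94.1. CONV had the fewest cells, which alone widens its ratios. With 59 cells drawn from each library, over 200 draws, the means were 0.50, 0.87 and 0.89, and this alternative, chosen after the data were seen, moved the CONV AsiDNA over FLASH value most. When cells of 1 library were split into a pair of groups, the mean absolute log2 ratio was 0.33 within CONV AsiDNA, with 56 cells per group, and 0.35 within FLASH. At these numbers of cells, the mean between CONV AsiDNA and FLASH was above the mean within either library, and those that involve CONV were larger still. The spread over the draws is not given. CONV cells were not split, so the part of the CONV values that comes from the sampling of its own cells is not known. Differences between mice of one condition cannot be separated from this.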

Similar results on profibrotic gene signatures were observed in the alveolar macrophages population (A. Sesink, and P.-M. Girard, unpublished results). Fouillade et al. (2020) revealed that FLASH irradiation tends to minimize DNA damage, compared to CONV irradiation, resulting in less induction of senescent cells and less proliferation of stem/progenitor cells to replace the damage tissue. The authors suggest that a full potential of replication, expectedly of the progenitor cell population, is required for the FLASH effect *in vivo*. On the other hand, AsiDNA does not affect the quantity of radiation-induced DNA damage (9). However, by enforcing dividing cells (e.g. stem/progenitor cells) into the G1-phase, it allows the cells to repair before entering into S-phase, increasing the survival of cells that will replace the damaged tissue. Collectively, our results indicate that the activity of AsiDNA™ and FLASH-RT could draw upon dissimilar mechanism interference to result in the same capacity to preserve the progenitor cell population within the targeted organ (i.e. lung, gut). Additional research is in progress to explore the spatio-temporal dynamics of mechanisms leading to radiation-induced pulmonary fibrosis (34).

In summary, we have identified an AsiDNA™-induced reversible G1/S-arrest dependent on the DNA-PK/p53/p21 activation cascade exclusively in healthy normal cells. The activation cascade can be exploited to protect the normal tissue against radiation induced toxicity while maintaining tumour control, thereby acting as a unique bilateral agent.

## Supplementary Material

zcae011_Supplemental_Files

## Data Availability

The scRNA-seq datasets generated from non-irradiated control mice have been deposited in the Gene Expression Omnibus (GEO) repository, with the accession code GSE211713. The scRNA-seq datasets generated from irradiated mice including CONV-RT, AsiDNA CONV-RT and FLASH-RT have been deposited in the Gene Expression Omnibus (GEO) repository, with the code GSE240510.

# Supplementary material for: The AsiDNA™ decoy mimicking DSBs protects the normal tissue from radiation toxicity through a DNA-PK/p53/p21-dependent G1/S arrest
**Source:** NAR Cancer. 2024 Mar 12;6(1):zcae011. doi: 10.1093/narcan/zcae011
**Supplement:** zcae011_Supplemental_Files

**Supplementary Figure 1. Effect of AsiDNA™ on the cell cycle progression of primary**

**and hTERT immortalized normal cells.** Cells were incubated with 20  $\mu$ M and 40  $\mu$ M of AsiDNA™ for 24 h and 48 h. The percentage of cells in G1, S, and G2/M was analysed by flow cytometry and shown for MRC5 primary fibroblasts (**A**), and VH10-hTERT immortalized fibroblasts (**B**). Data are expressed as mean  $\pm$  standard deviation (n=3) with significance given by two-way ANOVA, Tukey's multiple comparison test, and represented above the bar plots. BJ primary fibroblasts (**C**) and RPE-hTERT immortalized epithelial cells (**D**) were pulse-labelled with BrdU at the end of AsiDNA treatment. Representative images of the bivariate analysis by flow cytometry of BrdU incorporation versus DNA content (PI) are shown in (**C**) and (**D**). The line across the plots delineates BrdU positive (BrdU<sup>+</sup>) and negative (BrdU<sup>-</sup>) cells.

**Supplementary Figure 2. No effect of Nol8 treatment on RPE-hTERT cell cycle**

**progression.** (**A**) PARylation after AsiDNA™ and Nol8 treatment in various cell lines. (**B**) Gamma-H2AX immunofluorescence post 10  $\mu$ M AsiDNA™ or Nol8 treatment. Images are taken at 24 h of treatment. (**C**) Representative images of the bivariate analysis by flow cytometry of BrdU incorporation versus DNA content (PI) in RPE-hTERT cells upon Nol8 treatment. (**D**) The percentage of cells in G1, S, and G2/M is shown in RPE-hTERT cells upon Nol8 treatment. Data are expressed as mean  $\pm$  standard deviation (n=3) with significance given by two-way ANOVA, Tukey's multiple comparison test, and represented above the bar plots. (**E**) Western blot analysis of HSP-90 phosphorylation, p53, p21 and  $\beta$ -actin expression in RPE-hTERT cells upon 20  $\mu$ M Nol8 treatment for 24 h or 2 h after 5 Gy ionizing radiation (IR).

**Supplementary Figure 3. AsiDNA™-induced cell cycle arrest is dependent on DNA-PK, p53, and p21.**

Mean percentage of BJ cells per cell cycle phase at 48 h of (**A**) AsiDNA™/NU or AsiDNA™/Olaparib, and (**B**) AsiDNA™/siCtr, AsiDNA™/sip53, or AsiDNA™/siDNA-PK. Following the treatments, the cells were stained with PI and analysed by FACS. Data are expressed as mean  $\pm$  standard deviation (n=3) with significance given by two-way ANOVA test and represented above the bar plots. (**C**) RPE-hTERT cells were exposed to 20  $\mu$ M AsiDNA, 10  $\mu$ M p21 inhibitor (UC2288) or a combination of both for 48 h. The percentage of cells in G1, S, and G2/M was analysed by flow cytometry based on PI staining. Mean percentage of RPE-hTERT shp53 cells per cell cycle phase after AsiDNA™ treatment. Data are expressed as mean  $\pm$  standard deviation (n=3) with significance given by two-way ANOVA,

Tukey's multiple comparison test, and represented above the bar plots. **(D)** Western blot analysis of DNA-PKcs, p53, and p21 expression following transfection of siRNA DNA-PKcs, siRNA p53, and siRNA p21 in RPE-hTERT. #1 and #2 represent independent replicates. **(E)** Western blot analysis of p53 and p21 expression levels in RPE-hTERT cells upon combined 20  $\mu$ M AsiDNA™ with 10  $\mu$ M NU7026 for 5 h, 24 h and 48 h. **(F)** Western blot analysis of p53 and p21 expression level in RPE-hTERT cells proficient and deficient for p53 in response to 20  $\mu$ M AsiDNA™ for 2 4h and 48 h, or 30 min post 10 Gy ionizing radiation (IR). **(G)** Western blot analysis of p53 and p21 expression level in RPE-hTERT p21<sup>-/-</sup> in response to 20  $\mu$ M AsiDNA™ for 48 h. In **(D-G)**,  $\beta$ -actin was used as a loading control. Gels are representatives of at least 3 independent experiments. NT: no treatment. M.W.: Molecular weight protein markers, upper band: 50 kDa, lower band: 37 kDa. \*, p-value < 0.05; \*\*, p-value < 0.01; \*\*\*, p-value < 0.001; \*\*\*\*, p-value < 0.0001.

**Supplementary Figure 4. Recovery of cell cycle progression after AsiDNA™ treatment.**

RPE-hTERT cells received increased recovery times post AsiDNA™ treatment. **(A)** Western blot analysis of RPE-hTERT cells of p53 and p21 expression levels. **(B)** Mean percentage of RPE-hTERT cells per cell cycle phase measured by PI staining and analysed by FACS. Data are expressed as mean  $\pm$  standard deviation (n=3) with significance given by two-way ANOVA, Tukey's multiple comparison test, and represented above the bar plots. \*, p-value < 0.05; \*\*, p-value < 0.01; \*\*\*, p-value < 0.001; \*\*\*\*, p-value < 0.0001.

**Supplementary Figure 5. No p21 induction in AsiDNA™-treated p53 proficient tumour cells and no AsiDNA™-induced G1/S arrest in p53 deficient tumour cells.**

**(A)** Western blot analysis of p21 induction in A549, HCT116, U-2OS, and RPE-hTERT cells treated with 20  $\mu$ M AsiDNA for 24 h and 48 h.  $\beta$ -actin was used as loading control. **(B)** Mean percentage of p53-deficient Daoy cells per cell cycle phase at 24 h and 48 h of 20  $\mu$ M and 40  $\mu$ M AsiDNA™ treatment. Following the treatments, the cells were stained with PI and analysed by FACS. Data are expressed as mean  $\pm$  standard deviation (n=3).

**Supplementary Figure 6.** Representative images of lung fibrosis at 5 months post treatment, stained with H&E and Masson staining for each treatment group of experiment. Arrows indicate visible grade 5 Ashcroft fibrosis score. The images and histopathological analysis were provided by Institut Curie, PMDT-pathologie-PathEx platform. Scale bar = 200  $\mu\text{m}$ .

**Supplementary Figure 7. AsiDNA™ treatment did not result in decreased Ki67 signal in intestinal crypts. (A)** Representative images of intestinal rolls stained with DAPI and Ki67 for each treatment group. **(B)** Ki67 positive cells per 100 detected cells in small intestinal crypts after AsiDNA™ treatment. A total number of 14000-16000 cells per mouse were scored. Scale bar = 50  $\mu\text{m}$ .

# Supplementary material for: The AsiDNA™ decoy mimicking DSBs protects the normal tissue from radiation toxicity through a DNA-PK/p53/p21-dependent G1/S arrest
**Source:** NAR Cancer. 2024 Mar 12;6(1):zcae011. doi: 10.1093/narcan/zcae011
**Supplement:** zcae011_Supplemental_Files

**Supplementary data Table 1: Information in vivo thorax irradiation setup parameters**

| <b>Mode</b>                             | <b>CONV</b>       | <b>FLASH</b>      |
|-----------------------------------------|-------------------|-------------------|
| <b>Energy (MeV)</b>                     | 5                 | 5                 |
| <b>Applicator type (mm diameter)</b>    | 50                | 50                |
| <b>Collimator type</b>                  | Graphite          | Graphite          |
| <b>Field dimension (mm<sup>2</sup>)</b> | 18x26             | 18x26             |
| <b>Detector type</b>                    | Gafchromic EBT-XD | Gafchromic EBT-XD |
| <b>Skin-collimator Distance (mm)</b>    | 35                | 35                |
| <b>Depth of measured dose (mm)</b>      | 0                 | 0                 |
| <b>Given dose (Gy)</b>                  | 13.2-16.21        | 12-14.95          |
| <b>Frequency (Hz)</b>                   | 10                | 100               |
| <b>Dose rate (Gy/s)</b>                 | 0.12-0.13         | 399-498           |
| <b>Dose/pulse (Gy/p)</b>                | 0.0117-0.0130     | 3.0-3.7           |
| <b>Pulse length measured (μs)</b>       | -                 | 2.78-3.25         |
| <b>No. of pulses</b>                    | 1080-1296         | 4                 |
| <b>Treatment time (s)</b>               | 107.9-129.4       | 0.03              |

**Supplementary data Table 2: Information in vivo intestine irradiation setup parameters**

| <b>Mode</b>                             | <b>CONV</b>       | <b>FLASH</b>      |
|-----------------------------------------|-------------------|-------------------|
| <b>Energy (MeV)</b>                     | 6                 | 6                 |
| <b>Applicator type (mm diameter)</b>    | 50                | 50                |
| <b>Collimator type</b>                  | Brass             | Brass             |
| <b>Field dimension (mm<sup>2</sup>)</b> | 30x33             | 30x33             |
| <b>Detector type</b>                    | Gafchromic EBT-XD | Gafchromic EBT-XD |

|                                                  |                      |      |
|--------------------------------------------------|----------------------|------|
| <b>Skin-collimator Distance (mm)</b>             | 0                    | 0    |
| <b>Depth of measured dose (mm)</b>               | 15                   | 15   |
| <b>Given dose (Gy)</b>                           | 10                   | 10   |
| <b>Frequency (Hz)</b>                            | 25                   | 300  |
| <b>Dose rate (Gy/s)</b>                          | 0.11-0.14            | 3000 |
| <b>Dose/pulse (Gy/p)</b>                         | $4-6 \times 10^{-3}$ | 5    |
| <b>Pulse length measured (<math>\mu</math>s)</b> | 3.5                  | 3.5  |
| <b>No. of pulses</b>                             | 1750-2250            | 2    |
| <b>Treatment time (s)</b>                        | 70-90                | 0.03 |

**Supplementary data Table 3: Ashcroft fibrosis scoring after thorax irradiation in mice**

| <b>Mice ID<br/>(LL= Left lobe, SL= Superior lobe)</b> | <b>Treatment</b> | <b>Ashcroft fibrosis score</b> | <b>Additional observations</b> | <b>Day of sacrifice</b> | <b>Main reason for the sacrifice</b> |
|-------------------------------------------------------|------------------|--------------------------------|--------------------------------|-------------------------|--------------------------------------|
| <b>3293 SL</b>                                        | NT               | 0                              |                                | 158                     | For scRNA-seq                        |
| <b>3294 LL</b>                                        | NT               | 0                              |                                | 158                     | For scRNA-seq                        |
| <b>3295 LL</b>                                        | NT               | 0                              |                                | 158                     | For histology                        |
| <b>3341 SL</b>                                        | NT               | 0                              |                                | 200                     | Final end-point                      |
| <b>3342 LL</b>                                        | NT               | 0                              |                                | 200                     | Final end-point                      |
| <b>3343 LL</b>                                        | NT               | 0                              |                                | 200                     | Final end-point                      |
| <b>4103 LL</b>                                        | NT               | 0                              |                                | 200                     | Final end-point                      |
| <b>4104 LL</b>                                        | NT               | 0                              |                                | 200                     | Final end-point                      |

|                |                   |     |              |     |                   |
|----------------|-------------------|-----|--------------|-----|-------------------|
| <b>4105 LL</b> | NT                | 0   |              | 200 | Final end-point   |
| <b>3305 LL</b> | CONV 13 Gy        | 4-5 |              | 142 | Ethical end-point |
| <b>3306 LL</b> | CONV 13 Gy        | 5   | ossification | 147 | Ethical end-point |
| <b>3307 LL</b> | CONV 13 Gy        | 5   |              | 145 | Ethical end-point |
| <b>3308 SL</b> | CONV 13 Gy        | 5   |              | 126 | Ethical end-point |
| <b>3309 LL</b> | CONV 13 Gy        | 4-5 |              | 158 | Ethical end-point |
| <b>3310 LL</b> | CONV 13 Gy        | 5   |              | 138 | Ethical end-point |
| <b>3317 LL</b> | CONV 13 Gy AsiDNA | 4-5 |              | 165 | Ethical end-point |
| <b>3318 LL</b> | CONV 13 Gy AsiDNA | 5   |              | 154 | Ethical end-point |
| <b>3319 LL</b> | CONV 13 Gy AsiDNA | 4   |              | 200 | Final end-point   |
| <b>3320 LL</b> | CONV 13 Gy AsiDNA | 5   |              | 132 | Ethical end-point |
| <b>3321 LL</b> | CONV 13 Gy AsiDNA | 5   |              | 142 | Ethical end-point |
| <b>3322 LL</b> | CONV 13 Gy AsiDNA | 5   |              | 149 | Ethical end-point |
| <b>3306 LL</b> | CONV 13 Gy AsiDNA | 2   |              | 200 | Final end-point   |
| <b>3307 LL</b> | CONV 13 Gy AsiDNA | 5   |              | 200 | Final end-point   |
| <b>3308 LL</b> | CONV 13 Gy AsiDNA | 4   |              | 200 | Final end-point   |
| <b>3353 LL</b> | FLASH 13 Gy       | 5   |              | 194 | Ethical end-point |
| <b>3354 LL</b> | FLASH 13 Gy       | 5-6 |              | 141 | Ethical end-point |

|                |                    |     |                  |     |                   |
|----------------|--------------------|-----|------------------|-----|-------------------|
| <b>3356 LL</b> | FLASH 13 Gy        | 5   |                  | 200 | Final end-point   |
| <b>3357 LL</b> | FLASH 13 Gy        | 5   |                  | 200 | Final end-point   |
| <b>3358 LL</b> | FLASH 13 Gy        | 5-6 |                  | 194 | Ethical end-point |
| <b>3365 LL</b> | FLASH 13 Gy AsiDNA | 5   | many macrophages | 183 | Ethical end-point |
| <b>3366 LL</b> | FLASH 13 Gy AsiDNA | 6   |                  | 200 | Final end-point   |
| <b>3367 LL</b> | FLASH 13 Gy AsiDNA | 6   |                  | 194 | Ethical end-point |
| <b>3368 LL</b> | FLASH 13 Gy AsiDNA | 5-6 |                  | 158 | Ethical end-point |
| <b>3369 LL</b> | FLASH 13 Gy AsiDNA | 6   |                  | 158 | Ethical end-point |
| <b>3370 LL</b> | FLASH 13 Gy AsiDNA | 6   |                  | 200 | Final end-point   |

### Ashcroft fibrosis score

- Grade 0: normal lung
- Grade 1: small fibrous changes in the alveoli of the lung
- Grade 2: presence of some fibrous changes
- Grade 3: contiguous fibrous modification
- Grade 4: small masses of fibrosis
- Grade 5: confluent fibrotic masses
- Grade 6: large contiguous masses of fibrosis
- Grade 7: confluent masses of fibrosis extending into almost all the parenchyma
- Grade 8: complete obliteration by fibrosis

Number of mice sacrificed per group due to ethical end-point: NT = 0/7; CONV 13 Gy = 6/6; CONV 13 Gy + AsiDNA = 5/9; FLASH 13 Gy = 3/5; FLASH 13 Gy + AsiDNA = 4/6

scRNA-seq: single-cell RNA sequencing

# Supplementary material for: The AsiDNA™ decoy mimicking DSBs protects the normal tissue from radiation toxicity through a DNA-PK/p53/p21-dependent G1/S arrest
**Source:** NAR Cancer. 2024 Mar 12;6(1):zcae011. doi: 10.1093/narcan/zcae011

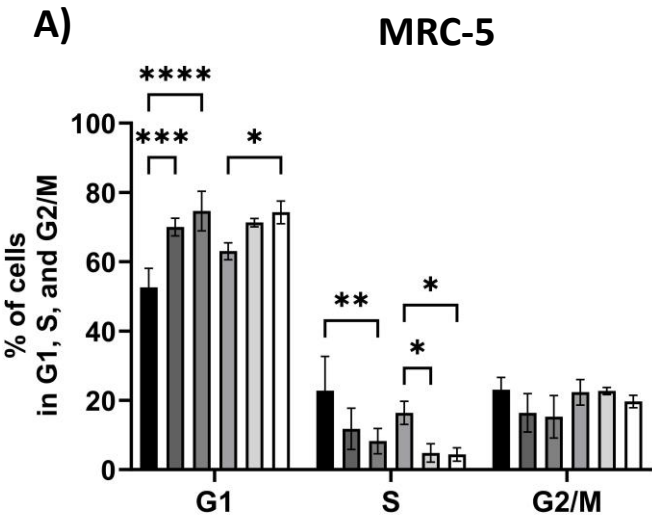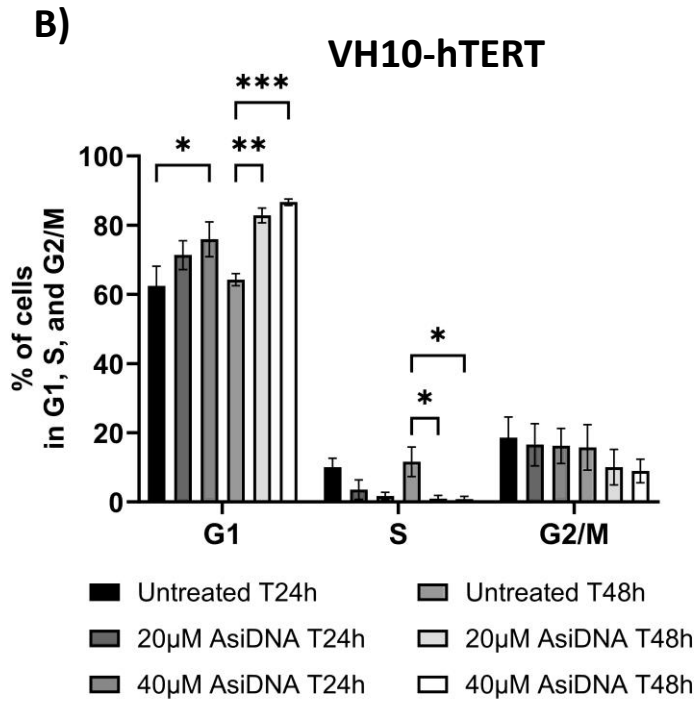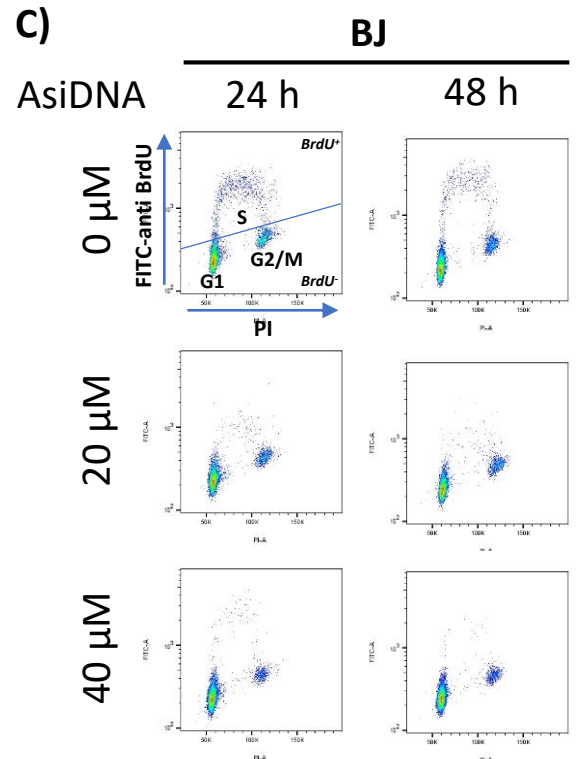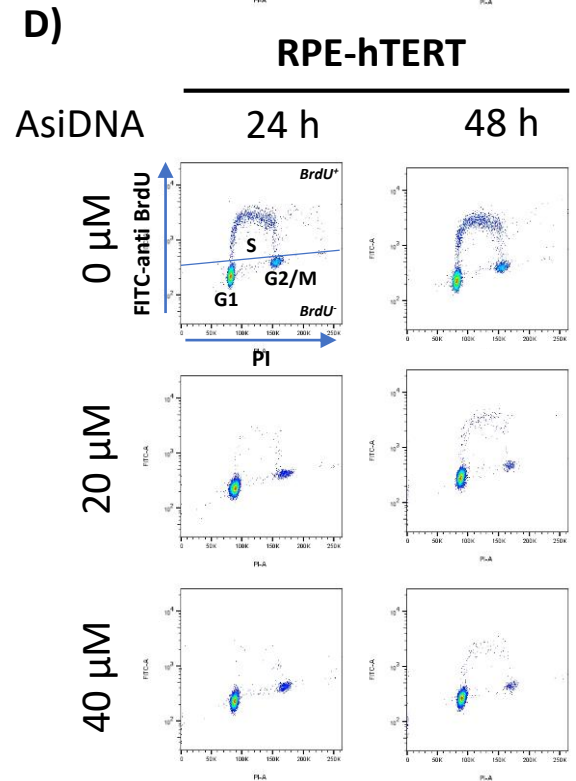

Supplementary Figure 1

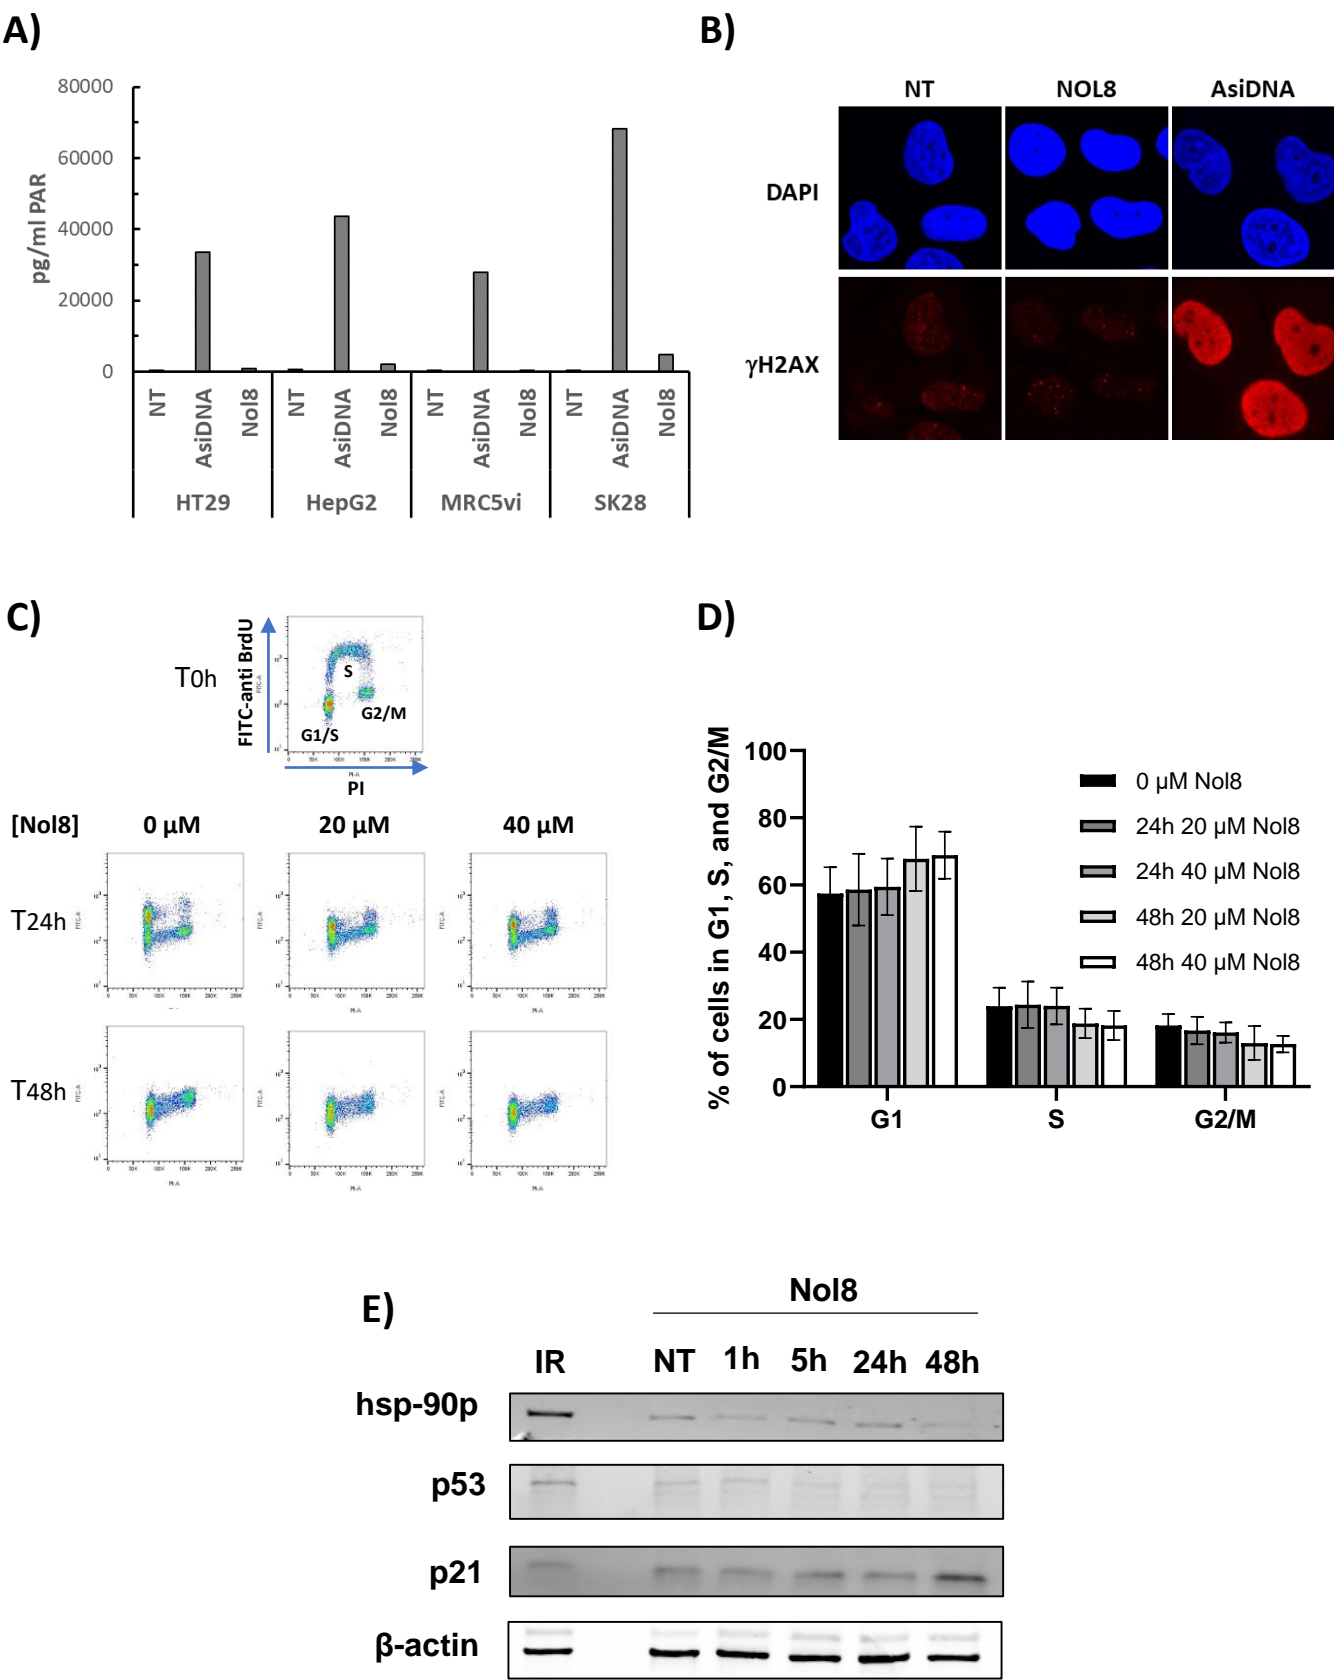

Supplementary Figure 2

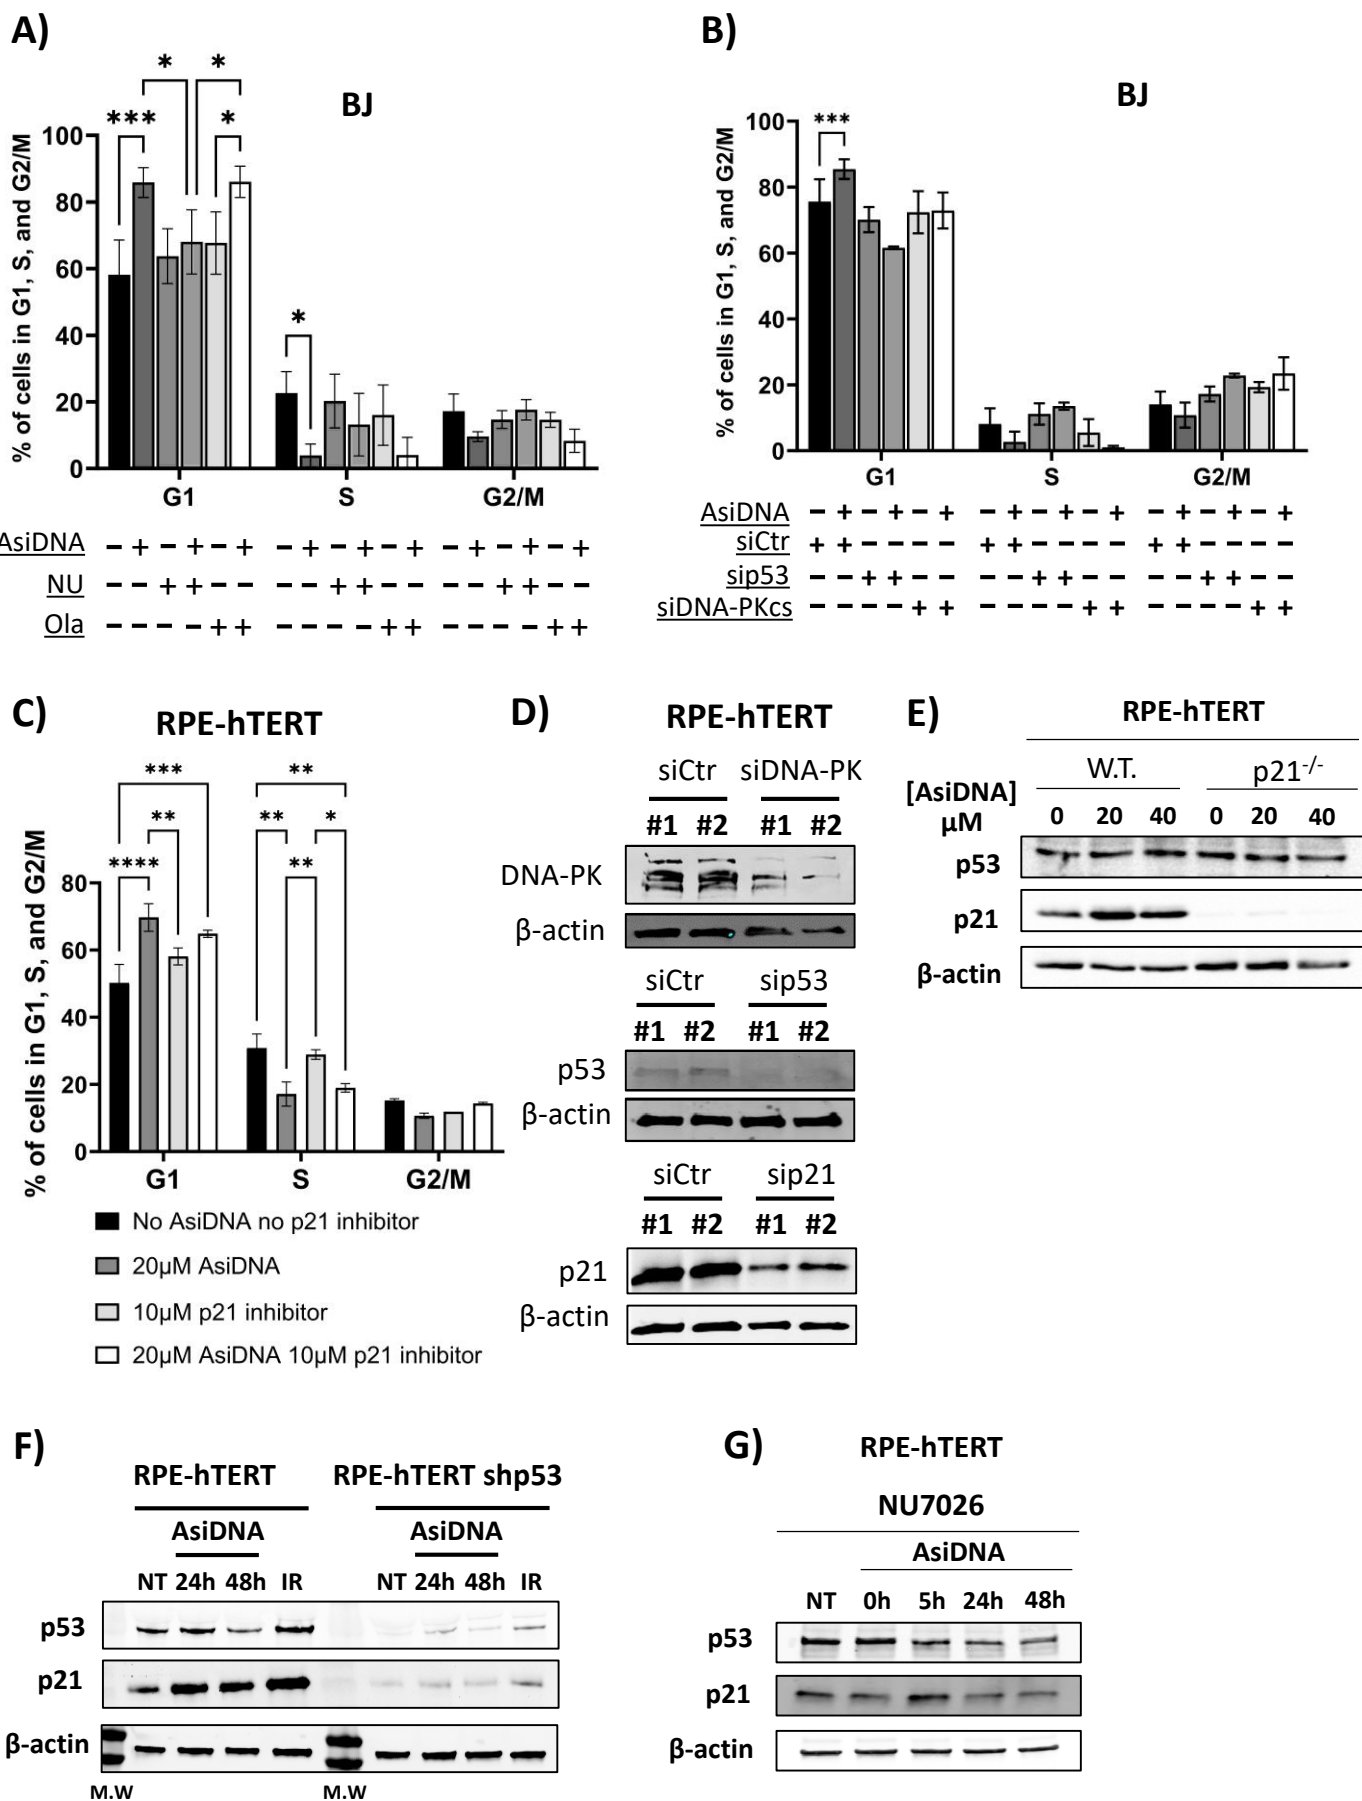

Supplementary Figure 3

A)

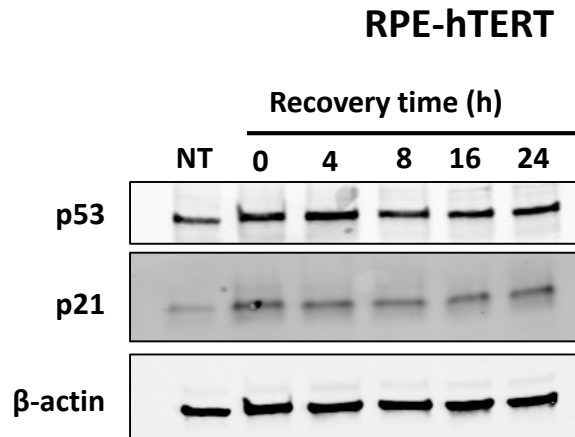

B)

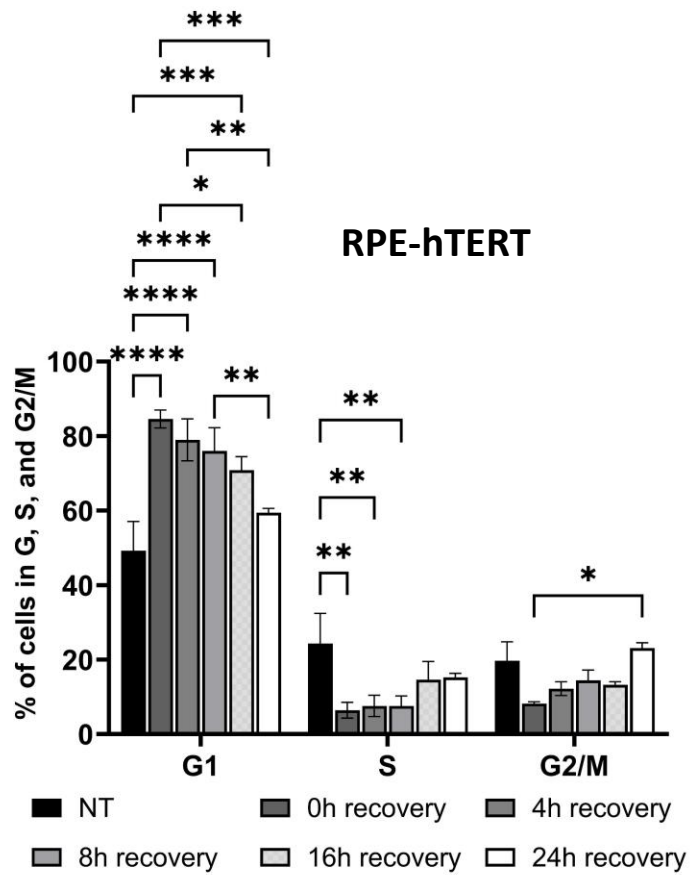

A)

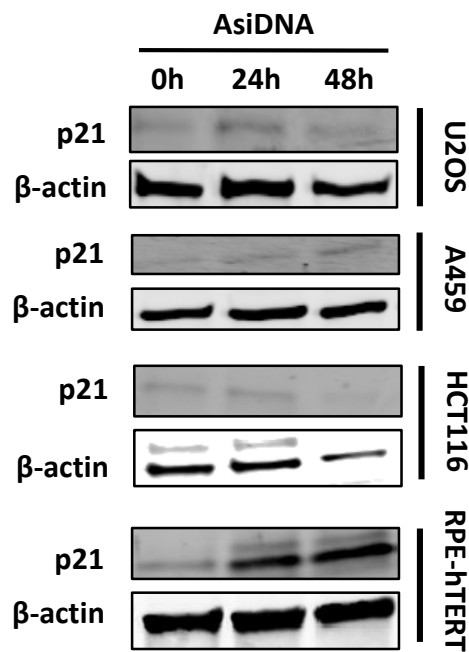

B)

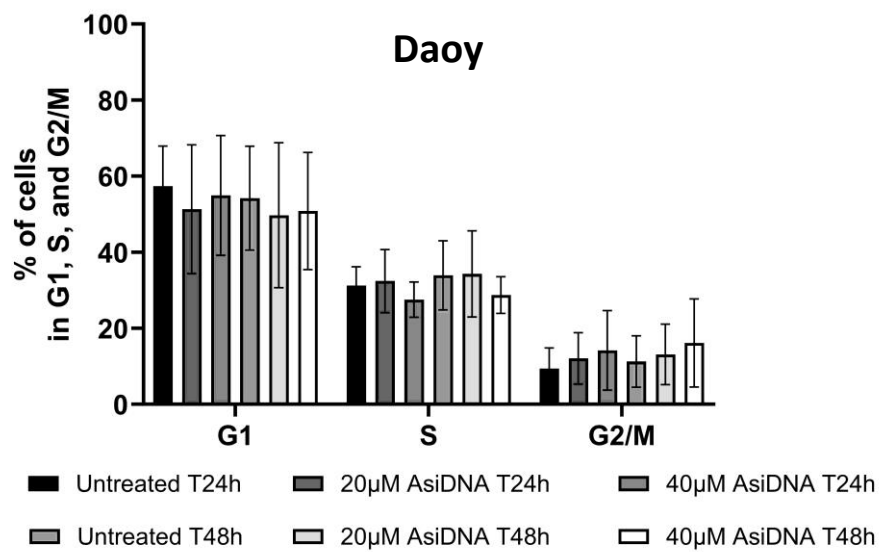

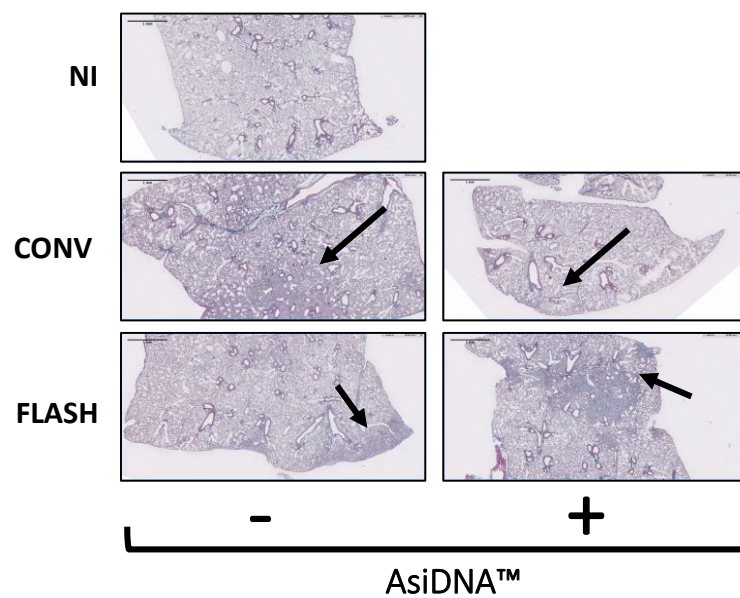

Supplementary Figure 6

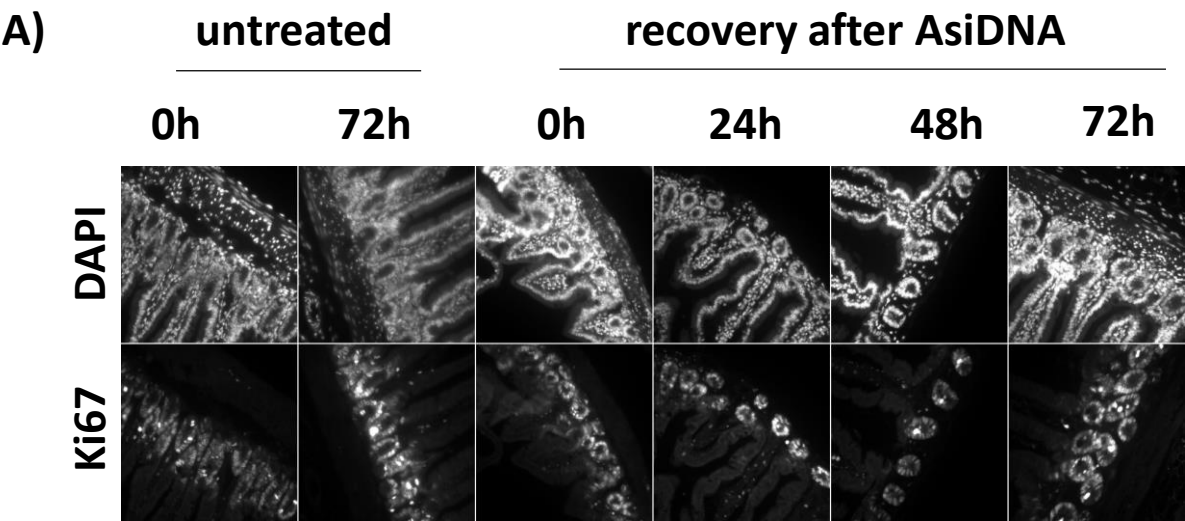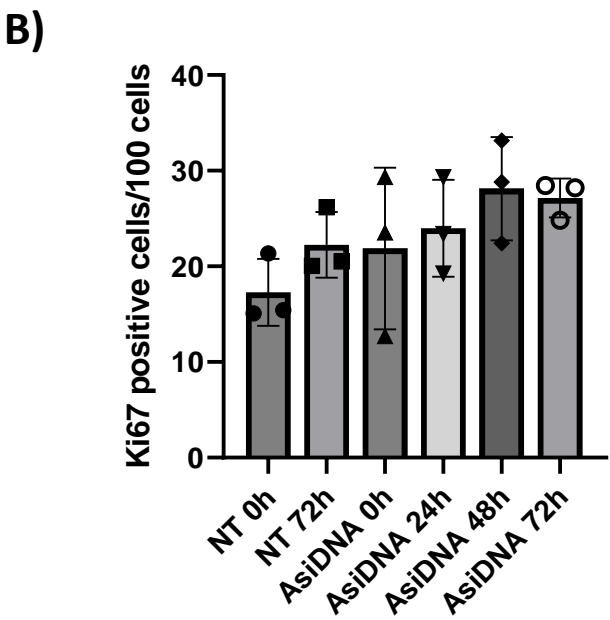

**Supplement:** zcae011_Supplemental_Files

# Supplementary material for: The AsiDNA™ decoy mimicking DSBs protects the normal tissue from radiation toxicity through a DNA-PK/p53/p21-dependent G1/S arrest
**Source:** NAR Cancer. 2024 Mar 12;6(1):zcae011. doi: 10.1093/narcan/zcae011
**Supplement:** zcae011_Supplemental_Files

## **PCLS collection**

The PCLS were obtained from the lungs of female C57BL/6J mice or male and female C57BL/6J p53 Knock-out mice. Mice were sacrificed by cervical dislocation. Low-melting agarose/medium solution (Invitrogen) of 2,5% was injected into the trachea and the lung lobes were isolated followed by the generation of equal tissue pieces using the surgical punch (8 mm). The isolated tissue is placed in plastic moulds, containing 5% agarose solution. PCLS were generated in DMEM/F-12 medium supplemented with 1% P/S, 1% SVF, 1% L-glutamine and 1% NEAA, using Leica VT 1000 S vibrating blade microtome (Leica Biosystems B.V., Amsterdam, the Netherlands) with a cutting frequency of 90 Hz at position 9 and sectioning speed of 2.25 mm/s at position 9 creating 300 µm-thick lung slices. The slices were placed at 37°C for 30 minutes (to eliminate agarose around the slice) and washed with fresh medium before being transferred to clean culture medium and maintained up to 48h in a humidified incubator in an atmosphere of 5% CO<sub>2</sub> at 37°C. AsiDNA™ or Nol8 treatment with 5µM was performed after the additional wash with fresh medium, followed by the supplementation of 10 µM EdU 24h post the start of the AsiDNA™ treatment. The slices are fixed with 4% PFA (Electron Microscopy Sciences) at RT overnight in the dark and permeabilized with Saponin. The EdU detection protocol (647nm) and DAPI staining (0.5 µg/ml) was performed following manufacturer's instructions. EdU positive cells are revealed using EdU DetectPro Imaging kit Imaging (488 or 647nm, BCK-EdUPro-IM647/BCK488-IV-IM-S, Baseclick) and viewed with the Inverted spinning disk-TIRF-FRAP (Nikon) using 300 ms emission and 30 % laser, DAPI (405 nm), 400 ms emission and 70 % laser, x10 objective with 50 stacks of 3 µm. Data analysis was performed using IMARIS with spot function and PRISM software.

## **MIC-MAQ macro**

EdU intestine images were generated using 3D SIM microscopy, 40x magnification. Images were processed in Image J with subtraction of background noise. The masks were generated and established on DAPI-positive cells. Nuclei parameters: cellpose model cyto2, cellpose cell diameter 80, exclude on edges yes, SPOT EdU Parameters, background reduction of 40 pixels, cellpose segmentation on and pixel diameter of 80. Total detected nuclei and EdU-positive nuclei were calculated. Ki67 intestine images were generated and processed as described

above. P21 intestine images were generated using a Zeiss microscope, 20x magnification. Images were processed in Image J by image colour deconvolution, separating nuclei and p21 staining, and image inverting. Additional processing occurred as described above.

How the deposited data were processed for this re-analysis (not part of the article)

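Single-cell libraries of the lungs of 3 female C57BL6/J mice were analysed, 1 each for CONV, CONV AsiDNA and FLASH, taken 5 months after 13 Gy to the thorax. The dose rate given in the methods was 0.4 Gy/s for CONV and above 100 Gy/s for FLASH, while Supplementary Table 1 lists a lower rate for CONV and a range within that bound for FLASH. The control libraries were not analysed here. The labels of the 3 libraries carry one common date, so no batch could be separated, and the time of day of collection is not given in the sources used here.

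The authors deposited a table per library with the natural log of 1 plus a whole number for each of 22954 genes in each cell. The aligner, the genome build, the filters on cells and the adjustment of the values are not given in the sources used here. The paper names R and Seurat. The plan for the analysis had assumed raw UMI counts. The values turned out to be on a log scale, each within 1e-06 of a whole number after conversion back, and these whole numbers (adjusted counts) had a narrow range of totals per cell. Some genes of other cell types were listed at 0 with no low background, while others, such as Sele in B-like cells, kept single values of 1. No count model was therefore used, no limit was set for a gene listed at 0, and sums are given without a counting interval. Another 4 tables, with 12 columns of per-sample values, carry gene identifiers that are not those of the mouse libraries and were not used.

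The tables hold 19622 cells. The summed adjusted counts were 23908890 for CONV, 26417388 for CONV AsiDNA and 23383510 for FLASH, and the median number of genes above 0 per cell was 1235.5, 1339 and 1315. The median mitochondrial share was 0.628%, 0.180% and 1.35%. Of the genes, 1462 were listed at 0 in every cell. The annotation of GRCm38 lists 22318 of the symbols, and it was used only for gene positions and the type of Gm42418. Cells with fewer than 200 genes above 0, of which there was 1 in CONV and 2 in CONV AsiDNA, and Scrublet calls at an expected rate of 0.06 were removed. No cell exceeded the limit of 20% mitochondrial share.

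Cells of all libraries were scaled to 10000, log-transformed and clustered together without integration, with 2000 highly variable genes, 30 principal components, 15 neighbours and Leiden at resolution 1. A marker counted as detected in a cluster where at least 10% of its cells were above 0 and the mean was at least 2 times that of the other cells. A cluster took the name of the class with the most markers, if at least 3 were detected and the 10 leading genes did not go against the name. The rules that left the cluster of mast cell and basophil genes and the cluster of dividing cells unnamed were set after the clusters were seen. The markers of each class, the filters, the gene lists and the alternatives were otherwise fixed before the data were examined.

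The genes named were fixed by rule. They are Hp, Pla1a and Nr1d1, the members of fixed lists, and the 5 genes farthest above and the 5 farthest below both other libraries in CONV fibroblast-like cells among those with a sum of at least 20 adjusted counts. Gm42418, AY036118, Col13a1, Sec61a1 and Sele were singled out after their values were seen. The lists were ECM and fibroblast activation genes, acute phase genes, clock genes of the phase of Nr1d1 and of the opposite phase, p53 targets, and genes of the dissociation response. A log2 ratio between a pair of libraries was taken on adjusted CPM plus 10, which understates the change of low genes. The median of a list was set beside 10000 random lists of the same size, each gene drawn from the 50 nearest in mean expression. Shares carry exact Clopper-Pearson 95% intervals, which cover the sampling of cells and not differences between mice. No p-value was computed, as 1 mouse per condition allows no test.

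The ranking and the list summary were tested on simulated data over 7312 genes. The simulated sums were Poisson draws from a pooled profile, with no added spread between cells and no gene set to 0 in a library. The changed genes were drawn from those with sums well above the minimum of the ranking. The simulation therefore does not cover genes near that minimum or listed at 0 in a library. Of 200 genes changed 8-fold in CONV against both other libraries, 99.5% were recovered, and all 10 of the farthest genes were among the changed. A list of 27 genes raised 2-fold gave a median log2 ratio of 1.01, and 96% of 100 unchanged lists lay inside the central 95% of the random lists. The alternatives changed the minimum of genes per cell to 500, the mitochondrial limit to 10%, the doublet calls, the resolution to 0.5 and 2.0, the clustering to each library on its own, the definition of fibroblast-like cells to a marker gate, the prior to 1, the minimum sum to 50, the thinned depth to 500 and the weight of cells. Alternatives added after the data were seen were the removal of the 6% of cells with the highest Scrublet scores, clustering without Gm42418, AY036118 and mitochondrial genes, scaling by the median gene ratio, and equal numbers of cells per library.

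The work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.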

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

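All tests of an explanation in this part were chosen after the result was seen. The results drew attention because they lie in genes that the paper does not discuss for the single-cell libraries. One of these genes is Cdkn1a, which encodes p21, a protein central to the paper's other experiments. Each condition is 1 mouse, so a difference between the mice that has nothing to do with the treatment stays open for every one of them, untested.

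Gm42418, which the GENCODE annotation lists as a long non-coding RNA gene, lies on chromosome 17 of GRCm38 (39846958 to 39848788, plus strand). What its values measure was not tested. It was above 0 in 93.0% of the CONV cells and 93.9% of the CONV AsiDNA cells, but in 5.15% of the FLASH cells. AY036118 went the same way, with 39.5%, 45.5% and 0.431%. A different mix of cell classes was argued against, since the share was lower in FLASH than in both other libraries in 18 of 18 classes. In 11 classes every FLASH cell was listed at 0, while 39.6% of the FLASH AM-like cells were above 0. The authors' adjustment of the values and the preparation of the library cannot be told apart from each other or from the condition, as each library was prepared once.

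In fibroblast-like cells the list of p53 targets, with 9 genes compared, had a median log2 ratio of 1.10 for CONV AsiDNA over FLASH (percentile 100 among random lists) and of 1.37 for CONV over FLASH (percentile 100), with 8 of the 9 genes lower in FLASH in each pair. For CONV over CONV AsiDNA it was 0.23 (percentile 93.9), but -0.23 in Col13a1-positive cells and -0.049 without the cells of the highest Scrublet scores, so this pair had no steady direction. Mdm2 had 120 adjusted CPM in CONV, 101 in CONV AsiDNA and 19.2 in FLASH, Bax had 155, 130 and 47.3, and Cdkn1a had 686, 582 and 399. Trp53inp1 went the other way, with 128, 84.9 and 172. The CONV AsiDNA over FLASH median was 1.03 with the marker gate, 0.85 without the cells of the highest Scrublet scores, 1.10 with scaling by the median gene ratio and 1.36 with a prior of 1. A shift of the whole library was argued against by the other 17 classes, whose medians for this pair ran from -0.25 to 0.63 with a middle value of 0.11. A different mix of Col13a1-positive and other cells as the whole cause was argued against by the Col13a1-positive cells alone, where the median was 0.90. Subtypes within these cells were not tested. In the other fibroblast-like cells it was 0.22. For CONV over FLASH the median was 0.98 in Col13a1-positive and 0.95 in the other fibroblast-like cells. The authors' adjustment of the values was not tested for this list. Whether the p53 response itself was lower after FLASH than after either CONV treatment stays open, with 1 mouse each.

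Ltbp2 (chromosome 12, 84783212 to 84876532, minus strand) had 764 adjusted CPM in CONV fibroblast-like cells, 78.7 in CONV AsiDNA and 96.1 in FLASH. Thbs1 (chromosome 2, 118111876 to 118127133, plus strand) had 283, 2046 and 1996. A different mix of Col13a1-positive and other fibroblast-like cells does not account for either. A shift among subtypes within the Col13a1-positive cells was not tested. Among Col13a1-positive cells, Ltbp2 was above 0 in 83.3% (95% interval 67.2 to 93.6) of the CONV, 23.6% (14.4 to 35.1) of the CONV AsiDNA and 14.8% (8.98 to 22.3) of the FLASH cells. Thbs1 was above 0 in 33.3% (18.6 to 51.0), 91.7% (82.7 to 96.9) and 74.6% (65.9 to 82.0) of them.

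The genes of the dissociation response, such as Fos and Jun, were lower in CONV fibroblast-like cells, with a median log2 ratio of -0.71 over CONV AsiDNA and -0.72 over FLASH. All 10 genes were lower in both pairs. Between CONV AsiDNA and FLASH the median was 0.034. In the other 17 classes the list was above both libraries in CONV in 9 and below both in 4, so the lower response was not shared by the whole library. How long each lung was dissociated is not given in the sources used here, and no other explanation was tested. A weaker dissociation response in CONV does not account for the lower Thbs1. In the CONV cells above the median of the response Thbs1 was above 0 in 31.0% (15.3 to 50.8), against 78.9% (66.1 to 88.6) of the CONV AsiDNA and 73.2% (62.2 to 82.4) of the FLASH cells at or below theirs. The same split gave Nr1d1 above 0 in 10.3% (2.19 to 27.4) of those CONV cells, 29.8% (18.4 to 43.4) of those CONV AsiDNA cells and 45.1% (34.1 to 56.5) of those FLASH cells. This argues against the weaker response as the cause of the lower Nr1d1 in CONV than in FLASH. For CONV against CONV AsiDNA the intervals overlap, and that part stays open.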

How the results depend on the processing

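The alternatives without the cells of the highest Scrublet scores, without Gm42418, AY036118 and mitochondrial genes in the clustering, with scaling by the median gene ratio and with equal numbers of cells were chosen after the data were seen. No paired analysis was possible because each condition has 1 library and no result comes from a test. The TMM scaling of edgeR that had been planned was not run, since the values are not counts, and scaling by the median gene ratio took its place.

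Of 511 values under an alternative, 482 stayed within the 95% interval of the reported share, list median or list mean, or within 1.5 times of a sum or a number of cells or genes, and kept their sign. The intervals of list values run over genes. Another 27 moved further and 2 reversed. Many of these values had little room to move, so the tally overstates how much was tested. The filter of 500 genes, the Scrublet calls kept and both other resolutions left 59, 113 and 164 fibroblast-like cells. A gene listed at 0 also stays at 0 in any part of the same cells. The cells kept ranged from 6168 to 6982 per library. Hp stayed listed at 0 in CONV AsiDNA and FLASH fibroblast-like cells wherever they were defined. The median of the ECM list for CONV over FLASH ranged from 0.14 to 0.44. The mean absolute log2 ratio ranged from 0.79 to 1.01 for CONV over CONV AsiDNA, from 0.86 to 1.07 for CONV over FLASH and from 0.39 to 0.50 for CONV AsiDNA over FLASH. With each library clustered on its own, no CONV value for fibroblast-like cells could be had. With a minimum sum of 50, 8 of the 10 farthest genes were shared with the reported ones.

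The median of the ECM list for CONV over CONV AsiDNA reversed from -0.27 to 0.061 with the marker gate and to 0.081 with clustering without Gm42418, AY036118 and mitochondrial genes. The cause was not tested.

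At Leiden resolution 2.0, AM-like cells were 9.51% in CONV and 8.94% in CONV AsiDNA, and IM-like cells were 13.7% and 6.70%. The excess of AM-like cells in CONV over the nearer library was 0.574 percentage points, in place of 7.44, and 5.05 with each library clustered on its own. Clustering each library on its own also gave 14.3% AM-like, 2.89% DC-like, 8.98% IM-like and 6.04% NK-T-like cells in CONV, and 5.23% DC-like and 6.70% NK-T-like cells in CONV AsiDNA. The DC-like difference of CONV from the nearer library was then -2.33 percentage points. NK-T-like cells in CONV were 5.71% at a mitochondrial share of at most 10% and 5.49% with Scrublet calls kept. The cause was not tested for any of these shares.

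Without the cells of the highest Scrublet scores, B-like cells were 22.4% in CONV, 24.3% in CONV AsiDNA and 19.5% in FLASH, and fibroblast-like cells in CONV were 0.701%. Monocyte-like cells in CONV differed from the nearer library by -3.97 percentage points, and Nr1d1 in CONV fibroblast-like cells was 22.1 adjusted CPM. Clustering without Gm42418, AY036118 and mitochondrial genes gave 15.9% AM-like and 7.30% IM-like cells in CONV. The cause was not tested.

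Thinning to 500 adjusted counts per cell, which leaves fewer counts by construction, put Hp above 0 in 18.6% of the CONV cells and in none of the CONV AsiDNA or FLASH cells, Pla1a in 1.69% of the CONV cells, 0% of the CONV AsiDNA cells and 0% of the FLASH cells, and Nr1d1 in 0% (95% interval 0 to 6.06), 2.65% (0.551 to 7.56) and 7.32% (3.84 to 12.4). For Nr1d1 the order of the libraries was the reported one, with overlapping intervals. For both Pla1a and Nr1d1 the number of fibroblast-like cells in CONV, 59, and the low counts per cell limit what can be seen.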

Differences from the paper's values

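None of the 27 class shares set beside Fig. 6D, for 9 classes in 3 libraries, was more than 1.5 times the value read from the figure by eye or less than that value divided by 1.5. The largest ratio was 1.30, for NK-T cells in CONV, with 4.91% here and about 6.4% in Fig. 6D, read by eye. Among the alternatives set before the data were examined, Leiden resolution 2.0 gave AM-like cells of 9.51% in CONV, against about 16% in Fig. 6D, and IM-like cells of 13.7%, against about 7.4%. With each library clustered on its own, NK-T-like cells in CONV AsiDNA were 6.70%, against about 4.3% in Fig. 6D.

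The paper states that fibroblast activation and the transition to myofibroblasts increased after CONV-RT. In the fibroblast-like cells analysed here, the myofibroblast genes Acta2 and Tagln were lower in CONV, with log2 ratios of -1.61 and -2.70 over CONV AsiDNA and of -1.48 and -4.07 over FLASH. The CONV values rest on 5 cells above 0 for Acta2 and 6 for Tagln, of 59. Both genes also served to name SMC-like cells, so contractile cells may lie outside the fibroblast-like class. These values therefore do not decide on the paper's statement. The median of the ECM list was -0.27 for CONV over CONV AsiDNA and 0.15 for CONV over FLASH. The intervals over genes, -0.67 to 0.37 and -0.36 to 0.63, both span 0, so over genes neither pair had a clear direction. Among matched random lists the CONV over FLASH median stood at percentile 99.6, and it stayed at 0.14 to 0.44 under the alternatives. That goes the paper's way, but CONV AsiDNA over FLASH stood at 99.8, so it was not particular to CONV. CONV over CONV AsiDNA stood at percentile 5.19. The pair with CONV AsiDNA was 0.061 with the marker gate and 0.081 with clustering without Gm42418, AY036118 and mitochondrial genes, a setting chosen after seeing the values. On the markers the paper names, the values here go its way. Hp was above 0 in 30.5% of the CONV cells and listed at 0 in the others, Pla1a had log2 ratios of 1.85 and 1.38 for CONV over CONV AsiDNA and FLASH, and Nr1d1 had -1.06 and -1.90. Eln, Fn1 and Ltbp2 were also higher in CONV.

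The paper states that Nr1d1 was decreased in CONV against CONV AsiDNA, whereas Fig. 6H marks that pair as not significant. Here Nr1d1 was lower in CONV, and the 95% intervals of the shares of cells above 0 overlapped, 4.91 to 22.9% against 20.2 to 37.6%. The paper's test took cells as replicates, while here the mouse is the sample and no test was made.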

Other observations

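The tests of time of day for Nr1d1, and of free RNA and doublets for Hp, were planned, but the values given for them were chosen after the results were seen, since the planned marker genes are listed at 0 in every fibroblast-like cell and few clock genes were detected. The other tests in this part were chosen only after the result was seen.

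Hp in CONV fibroblast-like cells could come from elsewhere. Free RNA with the makeup of the whole library would carry at most 407 adjusted CPM of Hp, the value over all CONV cells, against 1516 in the fibroblast-like cells. Both values were taken after the authors' adjustment, so this argues against free RNA only as far as the adjusted values keep its makeup. EC-like cells of similar totals were listed at 0, but removal of background would give that too, so they show nothing on free RNA. Random doublets with a class that expresses Hp could reach at most 15.7% of cells, the share of those classes in CONV, which is below the lower bound of 19.2% for Hp-positive fibroblast-like cells. Sftpc, Scgb1a1 and S100a8 were at 0 in all 18 Hp-positive cells, but also in all 336 fibroblast-like cells, so these markers show nothing. Col13a1-positive cells held 17 of the 18 Hp-positive cells. Of the Col13a1-positive CONV cells, 47.2% (95% interval 30.4 to 64.5) were above 0 for Hp. As Hp was listed at 0 in every fibroblast-like cell of the other libraries, no split of these cells decides on the subtypes, so a different mix of fibroblast subtypes and the condition cannot be told apart for Hp. The authors' adjustment of the values stays open too. Besides Hp, 8 further genes in a total of 9, among them Sec61a1, Lipa and mt-Co1, were above 0 in at least 25% of the fibroblast-like cells of some libraries and listed at 0 in all those of the rest. The lowest Hp value above 0 was 4 in fibroblast-like and 1 in AT2-like cells of CONV. The adjustment and the condition cannot be told apart for Hp, as each library was adjusted once.

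For Pla1a a different mix of Col13a1-positive and other fibroblast-like cells was argued against by the Col13a1-positive cells. Of these, 50% (32.9 to 67.1) were above 0 in CONV, 12.5% (5.88 to 22.4) in CONV AsiDNA and 15.6% (9.64 to 23.2) in FLASH. A shift among subtypes within the Col13a1-positive cells was not tested for any gene. For Nr1d1 the same split gave 11.1% (3.11 to 26.1) in CONV and 48.4% (39.2 to 57.6) in FLASH, which argues against the mix as the cause of that difference. For CONV against CONV AsiDNA, where the share was 25.0% (15.5 to 36.6), the mix and the condition cannot be told apart, because the intervals overlap.

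The lower Nr1d1 in CONV may come from the time of day at collection, as the gene cycles. A shift of the clock would move Nr1d1 the same way in all classes, but of 9 other classes with enough Nr1d1 it was below both other libraries in CONV in 4, above both in 4 and between in 1. The log2 ratio of CONV over FLASH was -1.27 in mesothelial-like, -0.77 in ciliated, 0.20 in AT2-like and 0.67 in club-like cells. It was 0.17 in EC-like, 0.038 in AT1-like and SMC-like, -0.054 in T-like and -0.47 in group 2 innate lymphoid cells. In the 4 classes above both, the share intervals overlapped, so they show no clear rise. Ciliated cells were below both with separate intervals. A fall as in fibroblast-like cells was not seen in those 4 classes, nor in AT2-like cells. This argues against time of day as the whole cause. The clock genes of the phase of Nr1d1 were above both other libraries in CONV in 11 of 15 other classes and below both in 3. In fibroblast-like cells their median log2 ratio in CONV was 0.79 over CONV AsiDNA (percentile 99.7) and 0.10 over FLASH (percentile 56.8), over 5 genes. Over FLASH, 3 genes were above 0 and 2 below, Nr1d2 at -0.86 and Per1 at -0.44. For CONV AsiDNA over FLASH the median was -0.43 (percentile 3.86), with all 5 genes below 0. Nr1d1 went the same way for that pair, at -0.84. The opposite phase in CONV gave -0.30 over CONV AsiDNA (percentile 17.9) and -0.56 over FLASH (percentile 3.03) in fibroblast-like cells. In 12 other classes it was above both libraries in CONV in 2, below both in 2 and between in 8. Over every gene of the phase of Nr1d1 with enough counts in each class, fibroblast-like cells included, the median log2 ratio of CONV was 0.31 over CONV AsiDNA and 0.40 over FLASH. The middle value of the medians of the 15 other classes was 0.31 and 0.48. For these clock genes across classes, time of day and condition cannot be told apart, since the times of collection are not given in the sources used here and each condition is 1 mouse.

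The acute phase list, which includes Hp, had a median log2 ratio in fibroblast-like cells of 0.054 for CONV over CONV AsiDNA (percentile 80.4) and 0.46 for CONV over FLASH (percentile 99.9), over 10 genes. For CONV AsiDNA over FLASH it was 0.45 (percentile 99.99), so the higher value against FLASH was not particular to CONV, and the intervals over genes of all 3 pairs span 0. Lbp had 136 adjusted CPM in CONV, 29.0 in CONV AsiDNA and 14.8 in FLASH, while Cebpb was lowest in CONV, with 551, 888 and 1310. In 12 other classes the list was above both libraries in CONV in 9 and below both in 3.

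Over every p53 target with enough counts in each class, fibroblast-like cells included, the median log2 ratio was 0.050 for CONV over CONV AsiDNA and 0.18 for CONV over FLASH. The middle value of the medians of the 17 other classes was 0.11 and 0.19. In these 17 classes the list was above both libraries in CONV in 9, below both in 5 and between in 3. Cdkn1a, which encodes p21, was above 0 in 24.4% (95% interval 19.4 to 30.1) of the neutrophil-like cells in CONV and 2.24% (0.907 to 4.57) in CONV AsiDNA, and was listed at 0 in FLASH. In AT1-like cells it was above 0 in 42.7% (33.9 to 51.9), 19.1% (10.6 to 30.5) and 14.6% (9.03 to 21.9). In ciliated cells the shares were 69.2% (63.5 to 74.4), 44.4% (39.4 to 49.4) and 42.9% (36.7 to 49.3). They were 68.2%, 52.6% and 43.6% in AT2-like cells, and 75.3%, 58.7% and 58.8% in IM-like cells. The mean adjusted count in AT2-like cells was 2.37 in CONV, 2.81 in CONV AsiDNA and 2.25 in FLASH, so by level CONV was not highest there. Of 18 classes, fibroblast-like cells included, the share was highest in CONV in 10, in CONV AsiDNA in 4 and in FLASH in 2, and Cdkn1a was listed at 0 in all libraries in 2. The interval of the highest share lay above both others in 6 of the 10 classes and in 1 of the 4, and in none of the classes highest in FLASH. By mean adjusted count another library was highest in AT2-like, monocyte-like and AM-like cells. The means were 1.88 in CONV, 1.26 in CONV AsiDNA and 0.92 in FLASH in monocyte-like cells, and 1.63, 1.90 and 1.81 in AM-like cells. In the other classes with Cdkn1a above 0, share and mean were highest in the same library. Cdkn1a was highest in FLASH in EC-like cells, with 90.4%, 87.0% and 95.4%. It was highest in CONV AsiDNA in DC-like cells, with 20.9% (14.3 to 29.0), 35.7% (31.1 to 40.5) and 18.3% (14.3 to 23.0), and in mesothelial-like cells, with 57.1% (37.2 to 75.5), 70.6% (56.2 to 82.5) and 56.1% (39.7 to 71.5), where the intervals overlap. In AM-like cells the shares were close, with 56.9%, 56.0% and 57.3%. No explanation was tested for these values of Cdkn1a, and the classes were chosen after the values were seen.

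The paper mentions further unpublished work on AM. Here AM-like cells of CONV sat mostly in another cluster than those of the other libraries, and their share depended on the resolution of the clustering. AM-like cells are included in the numbers of classes given for Gm42418, the acute phase list and the p53 targets.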
